# AMPK Activator O304 Protects Against Kidney Aging Through Promoting Energy Metabolism and Autophagy

**DOI:** 10.3389/fphar.2022.836496

**Published:** 2022-03-02

**Authors:** Mingsheng Zhu, Weiwei Shen, Jiemei Li, Nan Jia, Yabing Xiong, Jinhua Miao, Chao Xie, Qiyan Chen, Kunyu Shen, Ping Meng, Xiaolong Li, Qinyu Wu, Shan Zhou, Maosheng Wang, Yaozhong Kong, Lili Zhou

**Keywords:** O304, kidney aging, AMPK, autophagy, energy metabolism

## Abstract

Aging is an important risk factor for kidney injury. Energy homeostasis plays a key role in retarding aging, and mitochondria are responsible for energy production. In the kidney, renal tubular cells possess high abundance of mitochondria to meet the high energy consumption. AMPK is an evolutionarily conserved serine/threonine kinase which plays a central role in maintaining energy homeostasis and mitochondrial homeostasis. Besides that, AMPK also commands autophagy, a clearing and recycling process to maintain cellular homeostasis. However, the effect of AMPK activators on kidney aging has not been fully elucidated. To this end, we testified the effects of O304, a novel direct AMPK activator, in naturally aging mice model and D-Galactose (D-Gal)-treated renal tubular cell culture. We identified that O304 beneficially protects against cellular senescence and aged-related fibrosis in kidneys. Also, O304 restored energy metabolism, promoted autophagy and preserved mitochondrial homeostasis. Transcriptomic sequencing also proved that O304 induced fatty acid metabolism, mitochondrial biogenesis and ATP process, and downregulated cell aging, DNA damage response and collagen organization. All these results suggest that O304 has a strong potential to retard aged kidney injury through regulating AMPK-induced multiple pathways. Our results provide an important therapeutic approach to delay kidney aging.

## Introduction

Aging is one of the most important risk factors for many organ disorders (St et al., 2015; Godic, 2019). It is a process characterized with stem cell depletion, reduced autophagy, mitochondrial dysfunction, impaired immune system, epigenetic changes, somatic and mitochondrial DNA mutations, loss of telomeres, and so on (Jang et al., 2018; Johnson and Stolzing, 2019; Luo and Qin, 2019; Sameri et al., 2020). Organ aging is often accompanied by abnormal energy metabolism. For example, studies have shown that elderly mice have lower energy production which is highly related with glucose intolerance, reduced mitochondrial biogenesis and oxidative phosphorylation, and reduced fatty acid oxidation (Azzu and Valencak, 2017). Inside these factors, lipid metabolism plays an important role in aging process (Johnson and Stolzing, 2019). There are increasing evidences showing that aging is associated with increased lipid accumulation in important organs, especially kidneys (Papsdorf and Brunet, 2019). Reports also show that fatty acid oxidation deficiency in kidneys is an important inducer of renal fibrosis (Chung et al., 2018).

Mitochondria are the most important organelle to be involved in aging process (Chapman et al., 2019). The excessive production of reactive oxygen species (ROS) from mitochondria and accumulation of damaged mitochondria have been proposed as a hallmark of aging (Picca et al., 2019; Wei and Szeto, 2019; Xiong and Zhou, 2019). Kidney is one of the most important organs to keep metabolic stability and maintain the balance of water and electrolyte (Isaka et al., 2021; Scholz et al., 2021; Zhou et al., 2021). In the kidney, renal tubular cells possess high abundance of mitochondria because of their high energy consumption (Higgins and Coughlan, 2014). Mitochondrial dysfunction leads to oxidative stress and inflammation, which further induces cellular senescence in the kidney and accelerates renal fibrosis (Zhou et al., 2012; Su et al., 2019). Hence, mitochondrial homeostasis plays a key role in maintaining normal kidney function. However, the therapeutic strategies have not been investigated in detail.

5ʹ-adenosine monophosphate (AMP)-activated protein kinase (AMPK) is an evolutionarily conserved serine/threonine kinase which plays an important role in maintaining cellular homeostasis, especially energy stabilization (Jeon, 2016), and regulating many other cellular processes (Zhou et al., 2001; Hardie, 2003; Shibata et al., 2004). AMPK is a heterotrimeric complex containing one catalytic α-subunit and two regulatory β- and γ-subunits (Davies et al., 1994). It would be activated by phosphorylation at T172 of the α-subunit by AMP or adenosine diphosphate (ADP) binding to γ-subunit (Hardie et al., 2012). Under full energy conditions, the ratios of AMP/ATP and ADP/ATP are low, resulting that the phosphatases can easily access T172 of the AMPK α-subunit and make it unphosphorylated (Jeon, 2016). On the contrary, AMPK would be phosphorylated in case of energy deficiency and activated by a high AMP/ATP ratio through upstream kinases such as Liver kinase B1 (LKB1). AMPK activation plays a key role in some age-related diseases. For example, AMPK activation could improve cognitive decline through reducing oxidation and inflammation, and stimulating mitochondrial biogenesis (Martin-Montalvo et al., 2013; Ng et al., 2014; Xin and Lu, 2020). Recently, the drug O304 which is an AMPK activator has drawn attention. O304 is a pan-AMPK activator, which increased AMPK activity by suppressing the dephosphorylation of the Thr172 in the α-subunit of AMPK (Steneberg et al., 2018; Das et al., 2019). Studies have shown its blocking effect of O304 on chronic disease or ageing. For example, O304 could reduce fasting plasma glucose levels and insulin resistance, and was able to improve peripheral microvascular perfusion and reduce blood pressure both in animals and T2D patients (Steneberg et al., 2018). Besides, O304 could improve cardiac function and exercise capacity in aged mice, which presents the great potential to improve quality of life in aged individuals (Ericsson et al., 2021).

AMPK is highly involved in autophagy, a process that regulating wastes recycling (Salminen and Kaarniranta, 2012). Autophagy is a lysosomal degradation pathway in which cellular components are degraded and recycled to maintain cellular homeostasis (Ma et al., 2018), and autophagy deficiency is highly related with ageing and organ dysfunction (Garcia-Prat et al., 2016). For example, inhibiting mammalian target of rapamycin (mTOR) could increase autophagy and further lead to lifespan extending (Harrison et al., 2009) or alleviate age-related organ dysfunction (Caccamo et al., 2010). In the kidney, autophagy is also crucial for physiologic and pathologic response of kidney cells (Tang et al., 2020). Notably, autophagy is regulated by AMPK signaling. Studies show that autophagy is promoted by AMPK by phosphorylating autophagy-related protein mTORC1 or indirectly by regulating autophagy-related genes FOXO3, TFEB, and BRD4 (Kim et al., 2011; Li and Chen, 2019). However, the role of AMPK activation in autophagic pathways in kidney aging has not been fully elucidated.

In this study, we testified the therapeutic effects of O304, a novel AMPK activator, on kidney aging in naturally aging mice model and D-Gal-cultured human proximal renal tubular cells. The results show that O304 can retard kidney aging through AMPK-induced fatty acid metabolism and autophagy. All these results suggest that O304 may represent a novel therapeutic potential for age-related kidney injury.

## Material and Methods

### Animal Models

Male C57BL/6 mice (2-, 18- and 24-month-old mice) were purchased from the Experimental Animal Center of Southern Medical University (Guangzhou, China). All experiments involving animals were approved by the Animal Ethics Committee at Southern Medical University. To testify the effects of O304 on the naturally aging mice, unilateral nephrectomy was firstly performed in the 18-month-old mice. One week after the surgery, some mice were sacrificed as control group, while other mice were injected intraperitoneally with saline solution or O304 (HY-112233; MedChemExpress) (10 mg/kg/d) every day for 12 weeks. The detailed experimental designs were shown in Figure 3A. Then all the mice were sacrificed and tissues were collected for various analyses.

### Cell Culture and Treatment

Human proximal tubular epithelial cells (HKC-8) were provided by Dr. L. Racusen (Johns Hopkins University, Baltimore, MD, United States) and cultured in DMEM/F12 medium (Biological Industries) supplemented with 10% fetal bovine serum (Biological Industries). HKC-8 cells were pretreated with O304 at 50 nM for 1 h, followed by treatment with D-Gal (G0750; Sigma-Aldrich) at 10 mg/ml for 60 h. Then the whole-cell lysates were prepared and subjected to western blot analyses. Besides, HKC-8 cells cultured on coverslips were also detected by immunofluorescence.

### Western Blot Analysis

Protein expression was analyzed by western blot analysis. Briefly, total proteins were extracted from cells or renal tissues with lysis buffer and the protein concentrations were measured using BCA protein concentration determination. Then total proteins were quantified and subjected to SDS-PAGE electrophoresis. After that, the proteins were transferred to a PVDF (polyvinylidene fluoride) membrane (Merck Millipore), blocked in 1% bovine serum albumin for 1 h and incubated with primary antibodies at 4°C overnight. The next day, the PVDF membrane were incubated with a secondary horseradish peroxidase-conjugated antibody for 1 h at room temperature. The antigen-antibody complexes were visualized by the ECL kit (Applygen, Beijing, China). The primary antibodies included: anti-fibronectin (F3648; Sigma-Aldrich), anti-PGC-1α (ab54481; Abcam), anti-p-AMPK (2535s; Cell Signaling Technology), anti-AMPK (2532s; Cell Signaling Technology), anti-p-mTOR (ab109268; Abcam), anti-mTOR (ab32028; Abcam), anti-P62 (ab109012; Abcam), anti-LC3B (ab48394; Abcam), anti-α-SMA (a2547; Sigma-Aldrich), anti-α-SMA (ab5694; Abcam), anti-TFAM (PB0413; Boster), anti-P16^INK4A^ (ab189034; Abcam), anti-P19^ARF^ (ab26696; Abcam), anti-γH_2_AX (ab26350; Abcam), anti-TOMM20 (ab186735; Abcam), anti-CPT1A (ab128568; Abcam), anti-ACOX1 (A8091; ABclonai), anti-active β-catenin (19807s, Cell Signaling Technology), anti-β-actin (RM 2001; Ray Antibody Biotech) and anti-α-tubulin (RM 2007; Ray Antibody Biotech).

### Immunofluorescence Staining

HKC-8 cells cultured on coverslips or kidney cryosections (3 µm) were fixed with 4% paraformaldehyde for 15 min at room temperature, followed by permeabilizing with 0.2% of Triton X-100 (T8787; Sigma-Aldrich) for 10 min and blocking with 10% of donkey serum for 1 h. Then the slides were immunostained with special primary antibodies overnight at 4°C. The primary antibodies included: anti-fibronectin (F3648; Sigma-Aldrich), anti-γH_2_AX (ab26350; Abcam), anti-TOMM20 (ab186735; Abcam), anti-mTOR (ab32028; Abcam), anti-P62 (ab207305; Abcam), anti-ADFP (ADRP) (ab52356; Abcam), anti-active β-catenin (19807s, Cell Signaling Technology) and anti-LC3B (ab48394; Abcam). The next day, the slides were stained with a Cy3-or Cy2-conjugated secondary antibody (Jackson ImmunoResearch Laboratories) for 1 h, followed by DAPI (Sigma-Aldrich) staining for 10 min. Finally, Images were taken by confocal microscopy (Leica TCS SP2 AOBS, Leica Microsystems, Buffalo Grove, IL).

### Detection of Autophagic Flux

Cells were cultured on coverslips and incubated with lentiviruses expressing RFP-GFP-LC3B (HANBIO, Shanghai, China), after which they were treated in different groups as indicated. The RFP-GFP-LC3B sensor enables detection of neutral-pH LC3B-positive autophagosomes (green fluorescence) and acid-pH LC3B-positive autophagolysosomes (red fluorescence). Once an autophagosome fuses with a lysosome, the pH would become acid, leading to quenching of the GFP signal (whereas RFP is unaffected).

### Immunohistochemical Staining and Transmission Electron Microscopy

For immunohistochemical staining, 3-µM-thick paraffin sections of kidney samples were prepared. Immunohistochemical staining was performed using routine protocol. After incubation with primary antibodies, the antigen/antibody complexes were detected with biotinylated secondary antibody (Jackson ImmunoResearch), amplified with ABC Elite peroxidase (Vector Laboratories), and detected by AEC (Vector Laboratories). Images were taken by a microscope DP 27 CCD camera (Olympus, Japan). The primary antibodies used as follows: anti-p-AMPK (2535s; Cell Signaling Technology), anti-p-mTOR (ab109268; Abcam), anti-CPT1A (ab128568; Abcam) and anti-fibronectin (F3648; Sigma-Aldrich). For transmission electron microscopy (TEM), kidney cortex and HKC-8 cells cultured on coverslips were collected and fixed in 1.25% glutaraldehyde/0.1 M phosphate buffer before detection. Ultrathin sections (60 nm) were prepared by a routine procedure and examined under an electron microscope (JEOL JEM-1010).

### SA-β-Gal Staining

3-µM-thick frozen sections of kidney tissue were used to assess renal senescence by the detection of β-galactosidase activity (#9860; Cell Signaling Technology) according to the manufacturer’s instructions. Briefly, frozen sections were washed with PBS and fixed for 15 min at room temperature, then incubated in the SA-β-gal staining solution overnight at 37°C. Pictures were taken under the microscope (JEOL JEM-1010).

### Reverse Transcription and Real-Time PCR

Total RNA was extracted using TRIzol RNA isolation kits (Life Technologies, Grand Island, NY) according to manufacturer’s instructions. cDNA was synthesized using 1 μg of RNA in 20 μL of reaction buffer containing qRT SuperMix (R323-01; Vazyme) and random primers. Real-time PCR was carried out with a qPCR SuperMix kit (Q341-02; Vazyme) according to manufacturer’s instructions. The sequences of the primers were as following: mouse PPARα, 5′-GGA​ACC​CAA​GTT​TGA​CTT​CGC-3′ and 5′-CCC​CTC​CTG​CAA​CTT​CTC​AAT-3’; mouse CPT1A, 5′-CAA​GGT​CTT​CTC​GGG​TCG​AAA-3′ and 5′-CAC​TGC​AAT​TTG​GGT​CCA​AGG-3’; mouse CPT2, 5′-TCC​GCT​TTG​TTC​CTT​CCT​CTC-3′ and 5′-CAT​CAC​GAC​TGG​GTT​TGG​GTA-3’; mouse ACOX1, 5′-AAC​TTC​CTC​ACT​CGA​AGC​CAG-3′ and 5′-AAG​GTC​CAA​AGG​CTC​AGG​ATG-3’; human PPARα, 5′-AAC​GAT​TCG​ACT​CAA​GCT​GGT-3′ and 5′-TGT​GAC​ATC​CCG​ACA​GAA​AGG-3’; human ACOX1, 5′-AAC​CCG​GAG​CTG​CTT​ACA​C-3′ and 5′-GGC​TGC​GAG​TGA​GGA​AGT​T-3’.

### mitoSOX Staining

3-µM-thick frozen sections of kidney tissue or HKC-8 cells cultured on coverslips were used to detect renal mitochondrial ROS production *via* mitoSOX staining (M36008; Thermo Fisher) according to the manufacturer’s instructions. For kidney tissues, frozen sections were fixed with 4% paraformaldehyde for 15 min at room temperature and then incubated in the mitoSOX solution for 10 min. For HKC-8 cells, cells cultured on coverslips in 6-well plates were co-treated with O304 and D-Gal for 60 h. After that, mitoSOX solution was added to each well in the concentration of 5 μM. After mitoSOX incubation for 2 h in 37°C, the cells were fixed with 4% paraformaldehyde for 15 min at room temperature. After counterstaining with DAPI, images were taken by confocal microscopy (Leica TCS SP2 AOBS, Leica Microsystems, Buffalo Grove, IL) or Olympus DP80 microscope with EMCCD camera.

### Transcriptomic Analysis

Total RNA was extracted using RNA isolation kits according to manufacturer’s instructions. The steps of transcriptome sequencing analysis include RNA quantification and qualification, library preparation, and clustering and sequencing. After quality control, clean data (clean reads) were obtained by removing low-quality reads and the reads containing adapter or N base from raw data. Reference genome and gene model annotation files were downloaded from genome website directly. Index of the reference genome was built and paired-end clean reads were aligned to the reference genome using HISAT2 v2.0.5. FeatureCounts v1.5.0-p3 was used to count the reads numbers mapped to each gene. And then FPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. Differential expression analysis of different groups was performed using the DESeq2 R package (1.20. 0). Gene Ontology enrichment analysis of differentially expressed genes was implemented using the clusterProfiler R package, in which gene length bias was corrected. Besides, clusterProfiler R package was also used to test the statistical enrichment of differential expression genes in Kyoto Encyclopedia of Genes and Genomes (KEGG) database pathways. Gene Set Enrichment Analysis (GSEA) was performed using GSEA web interface with the Molecular Signature Database“Reactome mitochondrial biogenesis,” “GOBP aging,” “GOBP fibroblast activation,” “GOBP fibroblast proliferation,” “GOBP epithelial differentiation,” “Reactome mitochondrial fatty acid beta oxidation,” “GOBP reactive oxygen species metabolic process” and “GOBP autophagy of mitochondrion” genesets, to reveal the significant consistent difference between two groups. *p* < 0.05 was considered to be statistically significant. The heatmap were generated using Hiplot (https://hiplot.com.cn), a comprehensive web platform for scientific data visualization. The transcriptome sequencing analysis of the research is supported by Novogene Co., Ltd. (Beijing, China).

### Nile Red Staining

HKC-8 cells cultured on coverslips were fixed with 4% paraformaldehyde for 10 min at room temperature, followed by permeabilization with 0.1% Tween 20 for 5 min. Then the cells were incubated with a Nile red (Sigma 72458) and DAPI (Sigma-Aldrich) dual staining solution in the dark room for 10 min. Images were taken by confocal microscopy (Leica TCS SP2 AOBS, Leica Microsystems, Buffalo Grove, IL).

### Statistical Analyses

Statistical analysis was carried out by SPSS 20.0 (SPSS Inc., Chicago, IL). Data were reported as the mean ± the standard error of the mean. All data were firstly analyzed for normal distribution using the D’Agostino normality test before comparison. Statistical significance was evaluated by either one-way ANOVA or Student’s t-test. For comparison of two groups, comparisons were made by t’-test, while one-way ANOVA was used for analyzing the difference among multiple groups. A value of *p* < 0.05 was considered to be statistically significant.

## Results

### Aged Kidney is Associated with Downregulation of AMPK and Dysfunction of Fatty Acid Metabolism and Autophagy

Firstly, we assessed the expression of p-AMPK in the kidneys in 2- and 24-month-old mice. As shown in Figure 1A, compared with 2-month-old mice, immunohistochemical staining of kidneys showed that the expression level of p-AMPK was down-regulated in 24-month-old mice. Besides, similar result was demonstrated by analysis of p-AMPK and AMPK *via* western blot (Figures 1B–D). We next assessed the effects of aging on the fatty acid metabolism. As shown in Figure 1E, the expression of carnitine palmitoyl transferase-1A (CPT1A) detected by immunohistochemical staining was greatly down-regulated in 24-month-old mice, while the expression of adipose differentiation related protein (ADRP) detected by immunofluorescent staining was up-regulated. Besides, western blot analyses showed that the expression of CPT1A and Acyl-CoA oxidase-1 (ACOX1) was also greatly down-regulated in aged mice (Figures 1F–H). What’s more, fat droplet could be easily found in aged mice by transmission electron microscopy (Figure 1I). These results confirmed that aged kidney is associated with dysfunction of fatty acid metabolism.

**FIGURE 1:**
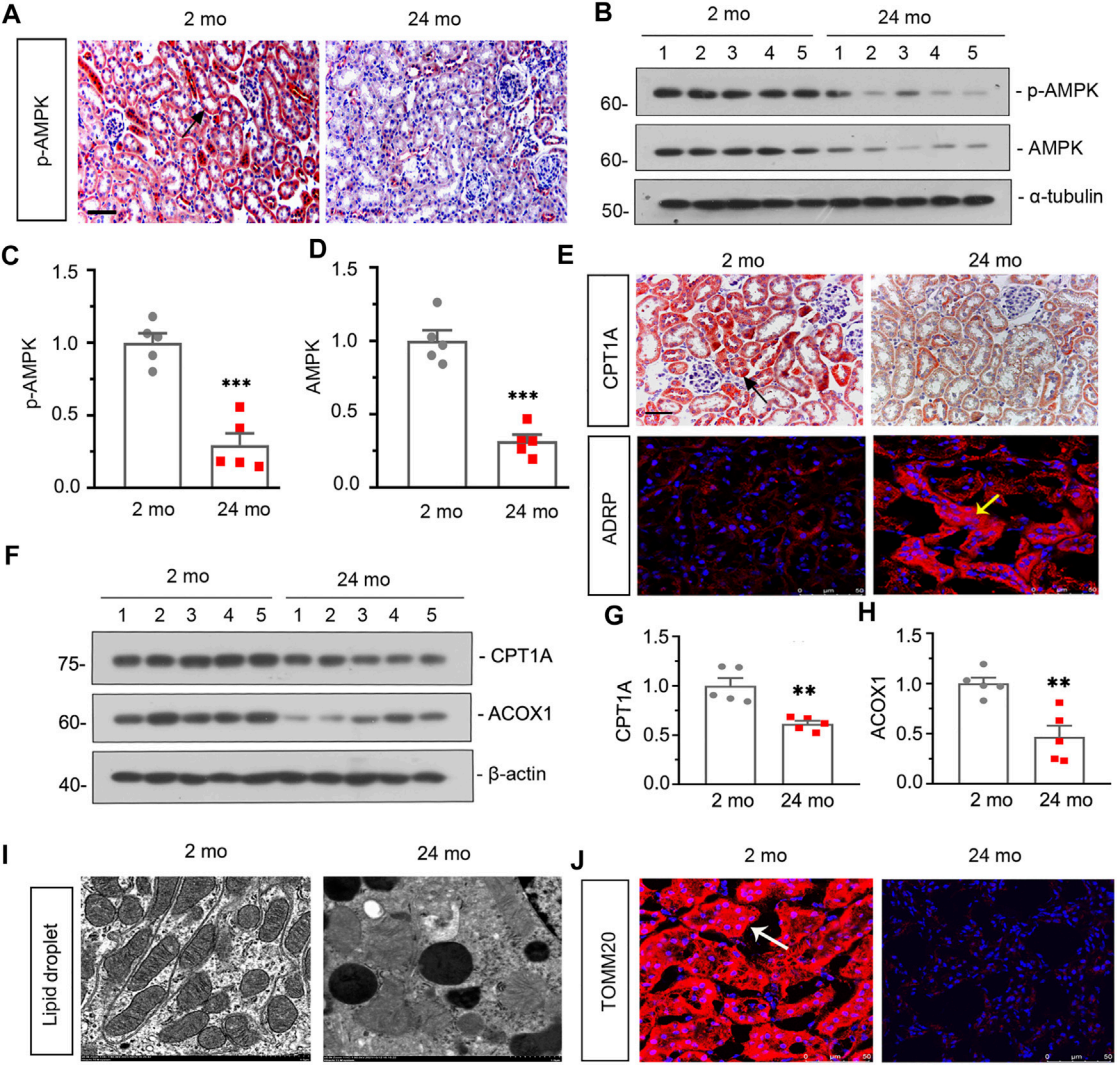
Aged kidney is associated downregulation of AMPK and dysfunction of fatty acid metabolism and mitochondria **(A)** Representative micrographs showing p-AMPK expression in kidneys in 2-month-old and 24-month-old mice. Paraffin-embedded kidney sections were immunostained with an antibody against p-AMPK. Arrows indicate positive staining. scale bar, 50 μm. **(B–D)** Representative western blot and quantitative data showing renal expression of p-AMPK and AMPK in 2-month-old and 24-month-old mice. Numbers (1–5) indicate each individual animal in each given group. ***p < 0.001 versus 2-month-old mice group. **(E)** Representative micrographs showing CPT1A (top) and ADRP (bottom) expression in kidneys in two groups. Paraffin-embedded kidney sections were immunostained with an antibody against CPT1A. Cryosections were subjected to fluorescence staining for ADRP. Arrows indicate positive staining. scale bar, 50 μm. **(F–H)** Representative western blot and quantitative data showing renal expression of CPT1A and ACOX1 in 2-month-old and 24-month-old mice. Numbers (1–5) indicate each individual animal in each given group. **p < 0.01 versus 2-month-old mice group. **(I)** Representative transmission electron microscopy (TEM) micrographs show fat droplet in ultrathin kidney sections. **(J)** Representative micrographs showing TOMM20 expression in kidneys in 2-month-old and 24-month-old mice. Cryosections were subjected to fluorescence staining for TOMM20. Arrows indicate positive staining.

Then we assessed the effect of aging on renal autophagy. As shown in Figure 1J, compared with 2-month-old mice, the mitochondrial function was impaired in aged mice since the expression of translocase of outer mitochondrial membrane 20 (TOMM20) was down-regulated. In addition, western blot analyses showed that the expressions of p-mTOR, mTOR and P62 (Figures 2A–D) were also greatly increased in aged mice, while the conversion of LC3-I to LC3-II (Figures 2A,E) was down-regulated. Besides, similar result was demonstrated by immunofluorescent staining for LC3B (Figure 2G). Furthermore, transmission electron microscopy was used to detect autophagic vacuole and the ultrastructure of mitochondria and the results showed that autophagic vacuole and intact mitochondria were found in 2-month-old mice rather than aged mice (Figure 2F). These results confirmed that aged kidney is associated with autophagy dysfunction.

**FIGURE 2:**
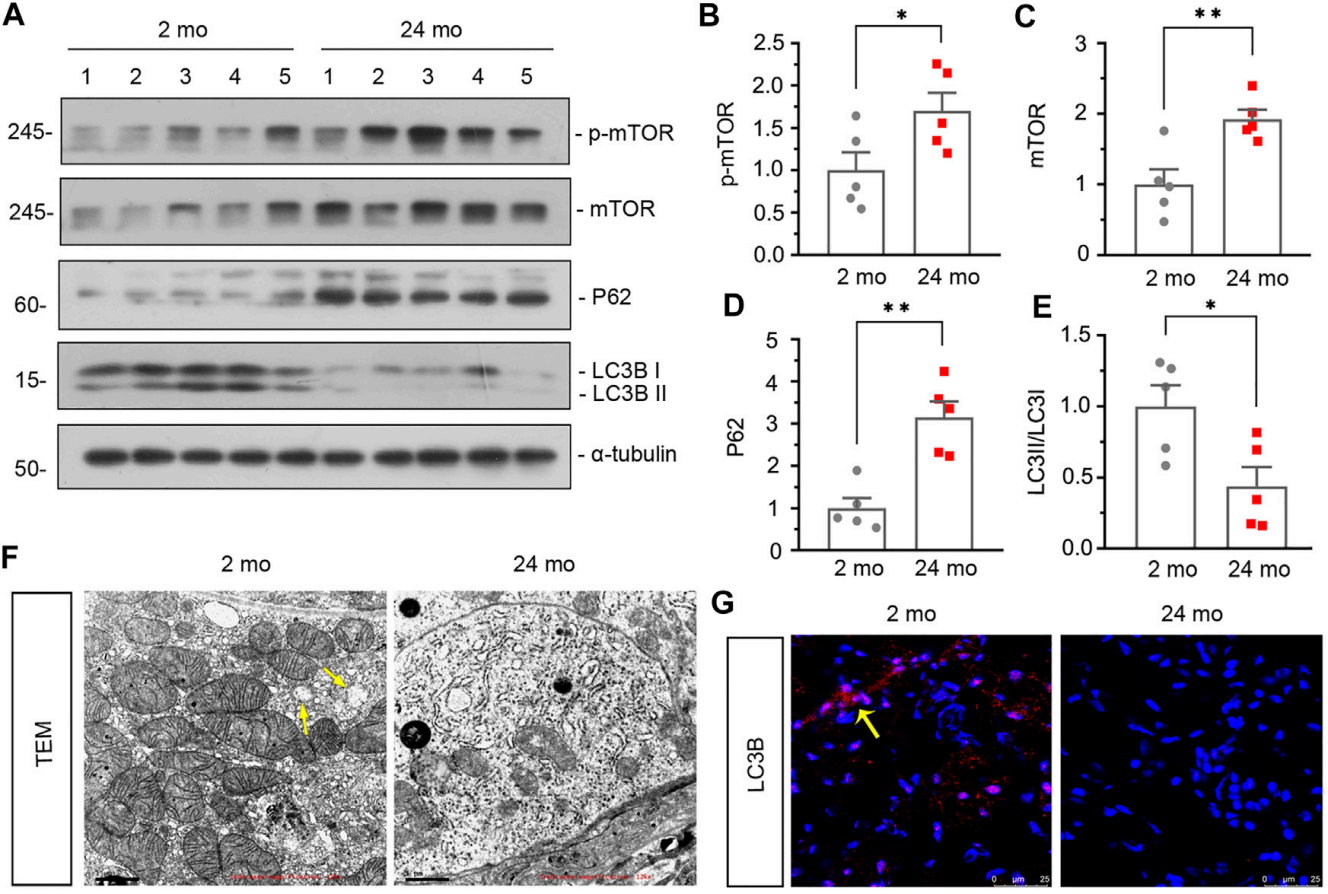
Aged kidney is associated dysfunction of autophagy. **(A–E)** Representative western blot and quantitative data showing renal expression of p-mTOR, mTOR, P62 and enhanced LC3-II formation in 2-month-old and 24-month-old mice. Numbers (1–5) indicate each individual animal in each given group. *p < 0.05, **p < 0.01 versus 2-month-old mice group. **(F)** Representative transmission electron microscopy (TEM) micrographs showing mitochondrial ultrastructure morphology and autophagic vacuole in ultrathin kidney sections. Arrow indicates autophagic vacuole. Scale bar, 1 μm. **(G)** Representative micrographs showing LC3B expression in kidneys in 2-month-old and 24-month-old mice. Cryosections were subjected to fluorescence staining for LC3B. Arrows indicate positive staining.

### O304 Could Activate AMPK, Alleviate Renal Senescence and Fibrosis, and inhibit β-catenin in Naturally Aging Mice

To identify the effects of AMPK signaling on kidney aging, we injected the 18-month-old mice which had undergone unilateral nephrectomy with O304 for 12 weeks. The details of experimental design were showed in Figure 3A. We first assessed the expression of p-AMPK in different groups. As shown in Figure 3B, compared with 18-month-old mice, the expression of p-AMPK detected by immunohistochemical staining was down-regulated in 21-month-old mice and obviously restored by treatment of O304. Similar result was demonstrated by analysis of western blot for p-AMPK and AMPK (Figures 3C–E).

**FIGURE 3:**
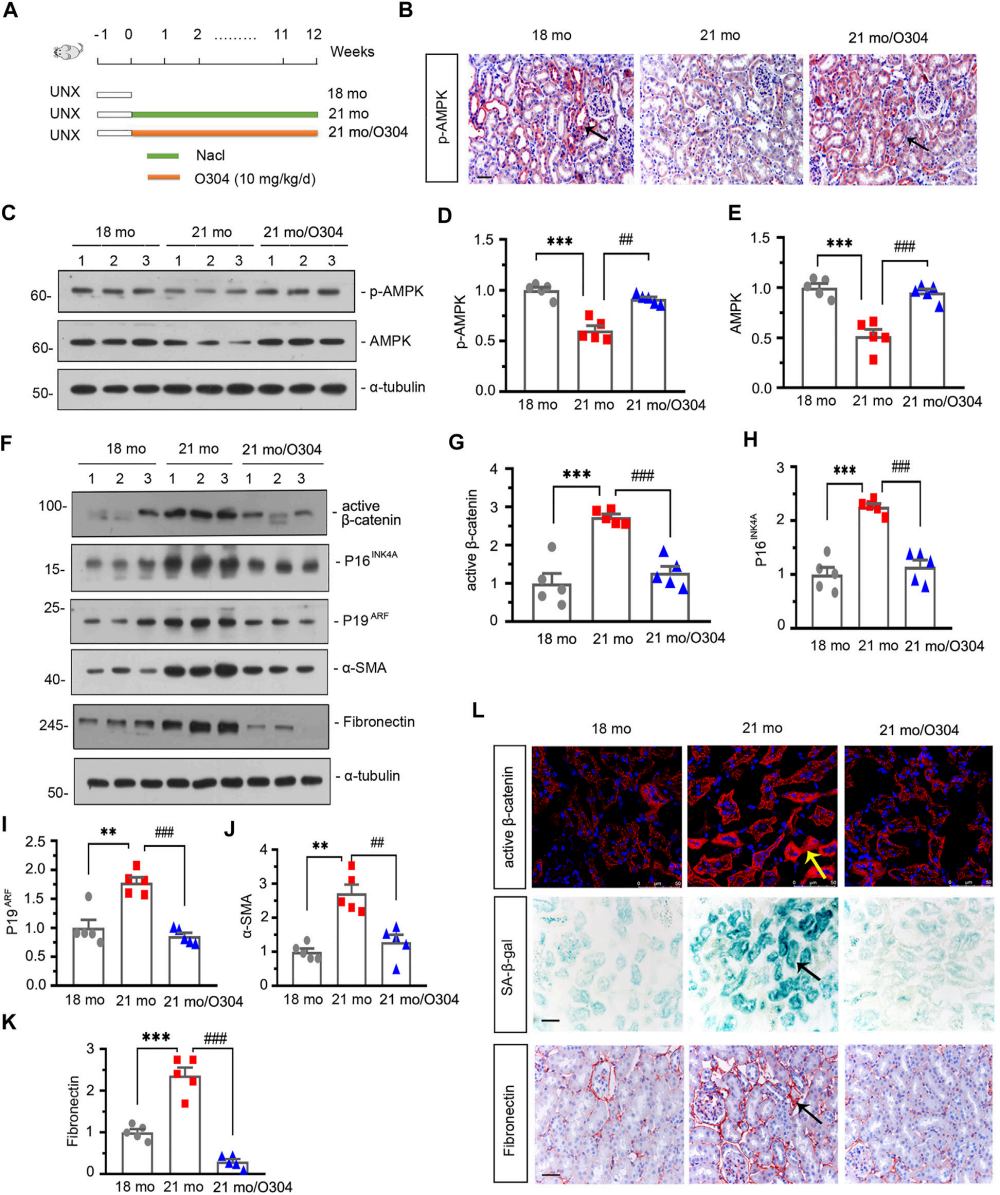
O304 could activate AMPK, alleviate renal senescence and fibrosis, and inhibit β catenin in naturally aging mice. **(A)** Experimental design. White bar indicated the time after the surgery was 1 week. Green bar indicated mice were administered intraperitoneal injections of 0.9% sodium chloride solution for 12 weeks after surgery. Orange bar indicated mice were administered intraperitoneal injections of O304 at 10 mg/kg/day for 12 weeks after surgery. UNX: unilateral nephrectomy. **(B)** Representative micrographs showing renal expression of p-AMPK in different groups. Paraffin-embedded kidney sections were immunostained with antibody against p-AMPK. Arrows indicate positive staining. Scale bar, 50 μm. **(C–E)** Representative western blot and quantitative data showing renal expression of p-AMPK and AMPK in different groups. Numbers (1–3) indicate each individual animal in each given group. ***p < 0.001 versus 18-month-old mice group. ^##^ *p* < 0.01, ^###^ *p* < 0.001versus 21-month-old mice group alone (*n* = 5). **(F–K)** Representative western blot and quantitative data showing renal expression of active β-catenin, P16^INK4A^, P19^ARF^, α-SMA and fibronectin in different groups. Numbers (1–3) indicate each individual animal in each given group. **p < 0.01, ***p < 0.001 versus 18-month-old mice group. ^##^ *p* < 0.01, ^###^ *p* < 0.001versus 21-month-old mice group alone (*n* = 5). **(L)** Representative micrographs showing the expressions of active β-catenin (top), β-galactosidase activity (SA-β-gal) (middle) and fibronectin (bottom) in kidneys in different groups. Cryosections were subjected to fluorescence staining for active β-catenin or stained for SA-β-gal. Paraffin-embedded kidney sections were immunostained with antibody against fibronectin. Arrows indicate positive staining. Scale bar, 50 μm.

The effects of O304 on β-catenin, renal senescence and fibrosis were then assessed in the naturally aging mice model. As shown in Figures 3F–K, western blot analyses showed that the expressions of active β-catenin, P16^INK4A^, P19^ARF^, α-SMA and fibronectin were greatly increased in 21-month-old mice, but inhibited by O304 treatment. Immunofluorescent staining of active β-catenin and immunohistochemical staining of fibronectin also showed similar results (Figure 3L). Besides, the senescence-associated β-galactosidase (SA-β-gal) staining also showed that O304 treatment reversed the β-galactosidase activity which was highly expressed in 21-month-old mice (Figure 3L). These results suggested that AMPK activator could inhibit β-catenin and alleviate renal fibrosis and senescence.

### Transcriptomic Analysis Further Proves the Beneficial Effects of O304 on Autophagy, Fibrosis, Senescence and Energy Metabolism in Naturally Aging Mice

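RNA sequencing was performed on the kidneys of 9 male C57BL/6 mice, with 3 mice in each of the 18 mo, 21 mo and 21 mo/O304 groups. O304 is a small-molecule activator of AMPK, a kinase that responds to low cellular energy. It was injected intraperitoneally at 10 mg/kg/day for 12 weeks, while the mice of the 21 mo group received saline. All mice underwent unilateral nephrectomy at 18 months of age, and the 18 mo group was killed 1 week after surgery. Age, time after surgery and the injections therefore all differed between the 18 mo group and the other groups. The authors filtered the paired-end reads, aligned them with HISAT2 and counted them on genes with FeatureCounts. The genome build is not named in the paper's text. The deposited table gives for each library the count of 54532 genes, without normalization, and their FPKM. It also holds the authors' log2 fold changes, p-values and adjusted p-values for 21 mo against 18 mo and for 21 mo/O304 against 21 mo. The counts on genes summed to 16128242, 17020537 and 17841310 in replicates 1 to 3 of the 18 mo group. They summed to 15939703, 15636378 and 18227101 in the 21 mo group, and to 18396725, 17573200 and 16946163 in the 21 mo/O304 group. At these depths 1 count was worth between 0.0458 and 0.0669 CPM, the unit of counts scaled by library size that is used here for single genes. Starting from the counts, libraries were normalized by edgeR's TMM method, with factors from 0.928 to 1.20. The 15902 genes that passed edgeR's filter on low counts were tested with its quasi-likelihood test, in a model of the 3 group means over all 9 libraries. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 was taken as the threshold. The spread between mice was unequal. The biological coefficient of variation was 18.1% in the 18 mo group, 44.1% in the 21 mo group and 20.6% in the 21 mo/O304 group. The mean Pearson correlation of log2 CPM between libraries of a group, across genes, was 0.979, 0.924 and 0.975 in the same order. The lowest was 0.881, between replicates 1 and 3 of the 21 mo group. Replicate 1 had a mean correlation of 0.970 with the 18 mo and 0.971 with the 21 mo/O304 libraries, and at most 0.956 within its own group. Fits without it thus leave out the 21 mo mouse most like both other groups. The quasi-likelihood test takes a single spread per gene for all groups, so the number of genes past the threshold depends on how the libraries are weighted. Of the gene sets the paper names, those of Reactome were taken from the mouse collection in the fgsea package. The other processes were represented by gene lists written by hand before the data were examined, which are not the sets of the paper. Sets and lists were tested with limma's camera on log2 CPM, with a preset correlation of 0.01 between genes.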

Next, we performed transcriptomic analysis to further exam the beneficial effects of O304 in naturally aging mice. As shown in Figure 4A, heatmap plot of transcriptomic analysis showed that 21-month-old mice were associated with the downregulation of AMPK signaling, mitochondrial function and autophagy. 

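The heatmap of Figure 4A names 78 genes, of which 77 passed the filter on low counts. The 7 genes under its AMPK signaling bracket were all lower in 21-month-old than in 18-month-old mice, with log2 fold changes from −0.52 to −0.18 and a median of −0.33. Prkaa2, which encodes the α2 catalytic subunit of AMPK, lies on chromosome 4 from 105029874 to 105109890 in the coordinates of the authors' table. Its level was 202 ± 28.4 CPM (SD, n = 3) in the 18 mo group and 161 ± 86.3 CPM (SD, n = 3) in the 21 mo group. The log2 fold change of Prkaa2 was −0.33 (SE 0.34, adjusted p = 0.560, edgeR's quasi-likelihood test). The 21 mo libraries held 251, 151 and 79.5 CPM of Prkaa2, so the difference was not larger than the spread between mice (exact permutation test, two-sided, p = 0.5). Its log2 fold change was −0.79 without replicate 1 of the 21 mo group, −0.02 without replicate 3 and −0.22 without replicate 2 of the 18 mo group. Of 5 other subunit genes of AMPK, which Figure 4A does not draw, 3 were higher in the 21 mo group. Prkaa1, which encodes the α1 catalytic subunit and overlaps Gm15938, rose from 31.2 ± 1.21 CPM to 38.9 ± 3.90 CPM (SD, n = 3 each), a log2 fold change of 0.32 (SE 0.11, adjusted p = 0.112, edgeR). All 3 mice of the 21 mo group had more Prkaa1 than all 3 of the 18 mo group (exact permutation test, two-sided, p = 0.1), and it passed the threshold without replicate 1 of the 21 mo group, at 0.40. The log2 fold changes of Prkab1 and Prkab2 were 0.29 (SE 0.14, adjusted p = 0.231) and 0.46 (SE 0.38, adjusted p = 0.458), and those of Prkag1 and Prkag2 −0.16 (SE 0.17, adjusted p = 0.583) and −0.04 (SE 0.11, adjusted p = 0.842). Each of these 4 genes overlaps another annotated gene. The 22 genes under the mitochondrial bracket were all lower in the 21 mo group, with a median log2 fold change of −0.67, and 11 of them had an unadjusted p under 0.05. The largest fall was that of mt-Atp8, from 6.79 ± 1.81 CPM to 0.723 ± 0.652 CPM (SD, n = 3 each), a log2 fold change of −3.26 (SE 0.58, adjusted p = 0.0626, edgeR). It passed the threshold only without replicate 1 of the 21 mo group, at −4.23, among the fits that each left out 1 library. This gene overlaps mt-Atp6 and lies inside a stretch of the mitochondrial genome that has annotated copies on chromosome 1, so the authors' counting could have split its reads. The 40 tested subunits of complex I had a mean log2 fold change of −0.60, and 39 of them were lower (camera, adjusted p = 5.14e-13). Relative to the 18 mo mean, the mean log2 level of these subunits was −0.28, −0.69 and −0.89 in replicates 1 to 3 of the 21 mo group (exact permutation test, two-sided, p = 0.1, the smallest that 3 mice against 3 allow).
For autophagy, a list of 48 core genes had a mean log2 fold change of −0.11 with 34 genes lower (camera, adjusted p = 0.0202). A list of 31 mitophagy genes had a mean of −0.20 with 23 lower (camera, adjusted p = 0.00668). The mean log2 level of the core autophagy list in replicates 1 to 3 of the 21 mo group was 0.00, −0.15 and −0.25 relative to the 18 mo mean (exact permutation test, two-sided, p = 0.3). Without replicate 3 of the 21 mo group the means were −0.09 for core autophagy and −0.14 for mitophagy, and neither passed the threshold. Core autophagy also missed it without replicate 2 of the 18 mo group, at −0.10. The means were −0.17 and −0.32 when replicate 1 of the 21 mo group was left out. The 10 genes drawn from Pink1 to Rubcnl in Figure 4A, which stand under its ROS metabolism bracket, were lower in 8 cases and higher in 2. Map1lc3b, which encodes LC3B, was at 199 ± 10.8 CPM in the 18 mo group and 209 ± 7.90 CPM in the 21 mo group (SD, n = 3 each). Its log2 fold change of 0.07 (SE 0.12, adjusted p = 0.736, edgeR) was within the spread between mice, and became −0.01 with limma voom and sample quality weights. It was 0.02 without replicate 1 of the 18 mo group, 0.13 without its replicate 3 and 0.03 without replicate 3 of the 21 mo group. The gene overlaps Gm20388 and Zcchc14. Its transcript level does not measure the conversion of LC3-I to LC3-II, which the paper assayed as protein. Map1lc3a, another LC3 gene, was lower in the 21 mo group in the authors' deposited table. Its log2 fold change there was −0.79 (adjusted p = 0.000652, the authors' DESeq2).
In this comparison camera placed 28 of 37 sets and lists past the threshold, 8 higher and 20 lower in the 21 mo group. None of them passed it with fry or with a correlation estimated from the libraries. With fry, 8 sets had an unadjusted p under 0.05, and with the estimated correlation 0 did. The camera count fell to 18 sets without replicate 3 of the 21 mo group. Of the Figure 4A genes, 31 had an adjusted p under 0.05 when adjusted over the list alone and 0 over all genes, while 38 had an unadjusted p under 0.05 (edgeR). The paper does not say how it chose this list, and its heatmap was drawn from the same libraries. The first count is therefore not taken as independent evidence. limma voom with sample quality weights moved these counts most, to 64 over the list alone and 59 over all genes. With replicate 1 of the 21 mo group left out they were 53 and 45. Over the list alone the count was 0 without replicate 1 or replicate 2 of the 18 mo group, 6 without its replicate 3, 8 without replicate 2 of the 21 mo group, 12 without replicate 3 of the 21 mo/O304 group and from 19 to 22 in the other fits.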

Besides, they were also associated with the upregulation of ROS production, renal fibrosis and senescence. However, O304 treatment significantly reversed all these changes. 

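For ROS production, a list of 33 genes, chiefly ones that promote it, had a mean log2 fold change of 1.22 in 21-month-old against 18-month-old mice, and 29 of them were higher (camera, adjusted p = 7.08e-08). Relative to the 18 mo mean, its mean log2 level was 0.49, 0.98 and 1.68 in replicates 1 to 3 of the 21 mo group, each above the highest 18 mo library at 0.23. The 25 tested genes of the Reactome set for detoxification of reactive oxygen species moved the other way, with a mean of −0.33 and 21 genes lower (camera, adjusted p = 0.00193). Cybb encodes the gp91phox subunit of NADPH oxidase and lies on chromosome X from 9435252 to 9487771. It rose from 15.6 ± 4.89 CPM (SD, n = 3) in the 18 mo group to 31.8, 31.6 and 68.6 CPM in the 3 mice of the 21 mo group, a log2 fold change of 1.49 (SE 0.38, adjusted p = 0.0789, edgeR's quasi-likelihood test). In Figure 4A, the 7 genes drawn from E2f1 to Lgr5, under its ROS metabolism bracket, were all higher in the 21 mo group, with a median log2 fold change of 0.33.
For senescence, a list of 37 genes had a mean log2 fold change of 1.27 with 31 genes higher (camera, adjusted p = 0.000232), while the 103 tested genes of the Reactome set for cellular senescence had a mean of 0.08 with 60 higher (camera, adjusted p = 0.708). The 43 tested genes of the Reactome set for the senescence-associated secretory phenotype had a mean of 0.13 with 28 higher (camera, adjusted p = 0.244), and of 0.03 without replicate 3 of the 21 mo group. Cdkn1a, which encodes p21, lies on chromosome 17 from 29090976 to 29100727, where another annotated gene overlaps it. It was at 12.5 ± 3.35 CPM in the 18 mo group and 49.4 ± 28.3 CPM in the 21 mo group (SD, n = 3 each). The log2 fold change of Cdkn1a was 1.98 (SE 0.39, adjusted p = 0.0626, edgeR). The 19 genes under the bracket of Figure 4A for senescence and autophagy were all higher, with a median of 0.86, and 15 of them had an unadjusted p under 0.05. By eye the brackets appear shifted against the genes, since Cybb is among these 19 while Atg4a, Atg10 and Atg14 are drawn under ROS metabolism, so the 19 genes are not taken here as senescence genes. For renal fibrosis, all 42 tested genes of a fibroblast and fibrosis list had a higher fitted value in the 21 mo group, with a mean log2 fold change of 1.54 (camera, adjusted p = 8.69e-05). The mean was 1.52 with genes at or under 3 counts in every library of a group set to their bound. A list of 35 genes for collagen fibril organization had a mean of 0.95 with 28 higher (camera, adjusted p = 0.0181), while 2 other collagen sets did not pass the threshold. The 55 tested genes of the Reactome set for collagen formation had a mean of 0.46 with 35 higher and 20 lower (camera, adjusted p = 0.253), and all 33 tested collagen genes a mean of 0.33 with 21 higher and 12 lower (camera, adjusted p = 0.991). Without replicate 3 of the 21 mo group the means of these 3 sets were 0.19, −0.05 and −0.38, and none passed. Without replicate 1 they were 1.23, 0.64 and 0.55, and the first 2 passed. The fibril organization list also missed the threshold without replicate 1 of the 18 mo group, at 0.89. The mice differed widely in the fibroblast and fibrosis list. Its mean log2 level was −0.39, 0.93 and 2.45 in replicates 1 to 3 of the 21 mo group, so replicate 1 lay below every 18 mo library (exact permutation test, two-sided, p = 0.4). Col1a1 on chromosome 11, from 94936224 to 94953042, held 10.4, 63.7 and 168.2 CPM in these 3 mice against 20.3, 22.7 and 33.9 CPM in the 18 mo group. Its log2 fold change of 1.66 (SE 0.74, adjusted p = 0.196, edgeR) was within the spread between mice. The 12 tested fibrosis genes of Figure 4A other than the superoxide dismutases were all higher, with a median log2 fold change of 1.34, which did not move with the 1 gene at or under 3 counts in every 18 mo library set to its bound. The 3 superoxide dismutase genes drawn beside them were all lower, with a median of −0.68. Without replicate 3 of the 21 mo group, the mean log2 fold change was 0.78 for the ROS list, 0.71 for the senescence list and 0.44 for the fibrosis list, which then missed the threshold, and that of Col1a1 was 0.51. Without replicate 1, Cybb, Cdkn1a and Col1a1 each passed the threshold in the edgeR test, with log2 fold changes of 1.696, 2.32 and 2.19.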

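Outside the genes drawn only from Pink1 to Rubcnl, 68 tested genes of Figure 4A were given 1 direction, list by list, read by eye from the colors of the heatmap and not from its brackets. All 68 had that direction in 21 mo against 18 mo, and all 68 moved the opposite way in 21 mo/O304 against 21 mo. Because the heatmap was drawn from the same libraries, these counts were largely fixed in advance and are not independent evidence. In replicates 1 to 3 of the 21 mo group, 33, 66 and 66 of these genes lay beyond the range of the 18 mo libraries in the figure's direction. On the other side of that range lay 13, 0 and 1 of them. In the 21 mo/O304 group 20, 28 and 20 lay beyond the range in the figure's direction, and 25, 20 and 21 on the other side. Under O304, 0 genes of Figure 4A had an adjusted p under 0.05, over all genes or over the list alone, where the smallest was 0.0654 (edgeR's quasi-likelihood test). An unadjusted p under 0.05 was reached by 35 of them. Leaving out replicate 1 of the 21 mo group gave 45 genes past the threshold over all genes and 57 over the list alone. Of the other fits that left out 1 library, that without replicate 2 of the 21 mo group gave 1 gene over the list alone and the rest 0. The most genes past it with all libraries were given by limma voom with sample quality weights, 58 and 63.
In 21 mo/O304 against 21 mo, the mean log2 fold change of the complex I subunits was 0.37, with 39 of 40 higher (camera, adjusted p = 2.72e-08). It was 0.12 for core autophagy, with 33 of 48 genes higher (adjusted p = 0.00668), and 0.18 for mitophagy, with 27 of 31 higher (adjusted p = 0.00657). The ROS list had a mean of −0.83 with 28 of 33 genes lower (adjusted p = 3.59e-05), the senescence list −1.01 with 31 of 37 lower (adjusted p = 0.00130) and the fibrosis list −1.62 with 39 of 42 lower (adjusted p = 1.02e-06). The collagen fibril organization list had a mean of −1.11 with 31 of 35 lower (camera, adjusted p = 0.000228) and the Reactome set for collagen formation −0.75 with 41 of 55 lower (camera, adjusted p = 0.00121). All tested collagen genes had a mean of −0.65 with 24 of 33 lower, which did not pass the threshold (camera, adjusted p = 0.118). The means of these 3 sets were −0.36, −0.26 and 0.06 without replicate 3 of the 21 mo group, where the first 2 still passed, and the collagen genes passed without replicate 1, at −0.84. Without replicate 3 of the 21 mo group, core autophagy at 0.09, mitophagy at 0.11 and senescence at −0.46 no longer passed the threshold, and the ROS and fibrosis lists fell to means of −0.40 and −0.52. Without replicate 1, core autophagy was at 0.19 and mitophagy at 0.30. Relative to the 18 mo mean, the fibrosis list lay at −0.60, −0.08 and 0.23 in the 3 mice given O304, and the complex I subunits at −0.26, −0.35 and −0.09. Against the 21 mo libraries, the exact permutation test (two-sided) gave p = 0.3 for the fibrosis list and p = 0.2 for complex I. Cdkn1a was at 14.3 ± 1.84 CPM (SD, n = 3) under O304, a log2 fold change of −1.79 (SE 0.39, adjusted p = 0.175, edgeR), and Col1a1 at 13.1 ± 3.40 CPM (SD, n = 3), a log2 fold change of −2.63 (SE 0.77, adjusted p = 0.175, edgeR). Both passed the threshold without replicate 1 of the 21 mo group, at −2.13 and −3.16, and Col1a1 was at −1.49 without replicate 3.
Across the 15902 genes, the log2 fold changes of the 2 comparisons had a Pearson correlation of −0.799, and 12561 genes had opposite signs. Genes are not independent replicates, and both comparisons use the same 21 mo libraries, which pushes the correlation below 0 without any effect. In 20 simulated experiments with unchanged groups, the mean correlation was −0.498 with a single spread per gene and −0.767 with each group's own spread. Of the 4147 genes with an unadjusted p under 0.05 in 21 mo against 18 mo, 94.8% had the opposite sign under O304. For as many genes with the largest changes, the simulated shares were 78.3% and 92.6%.

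**Figure D1:**
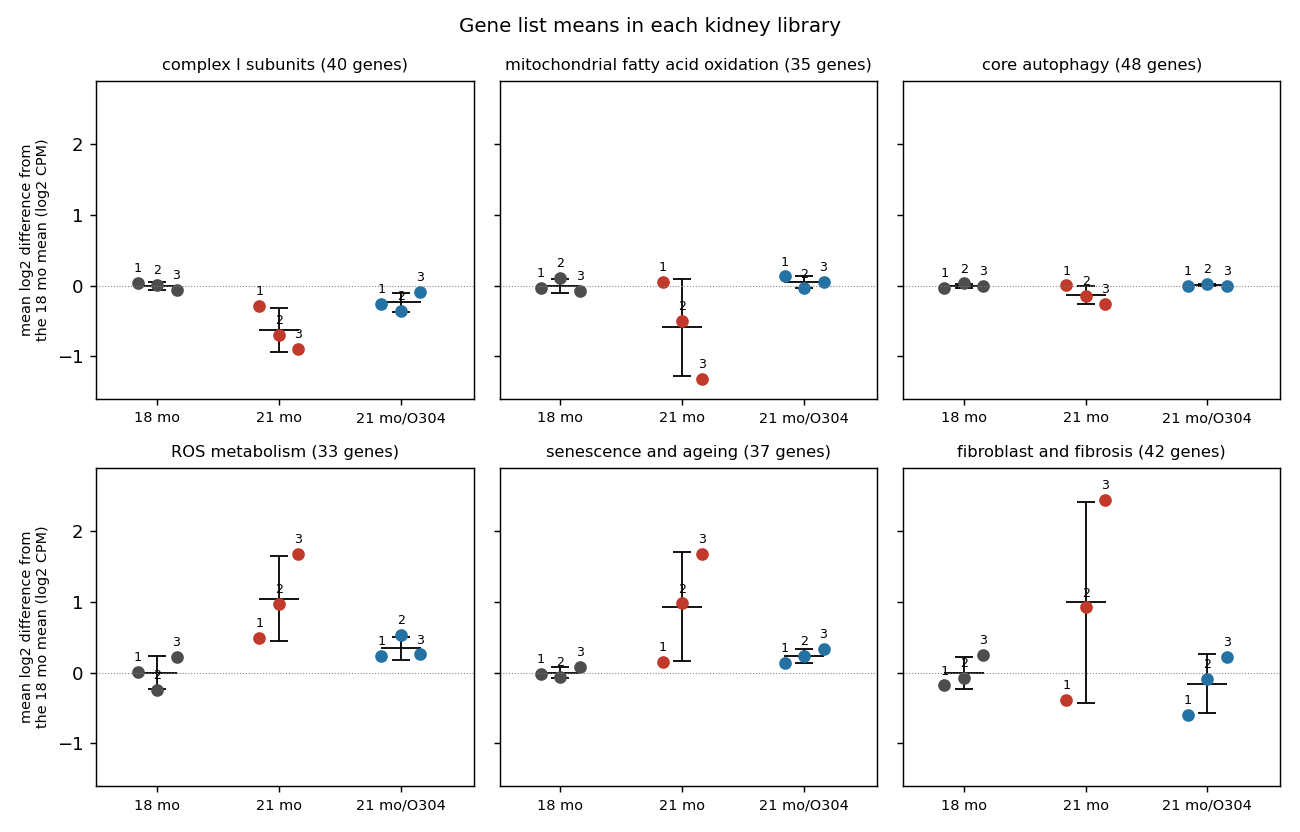
Mean log2 CPM of 6 gene lists in each kidney library, as the difference from the 18 mo mean (y axis), by group (x axis). Points are single mice with their replicate number, long bars are group means and error bars are SDs (n = 3). The fibrosis list spans −0.39 to 2.45 in the 21 mo group, while the core autophagy list spans 0.00 to −0.25.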

Then Gene ontology (GO) analysis was performed to explore the differentially expressed genes between the 21-month-old mice group (21 mo) and the O304 treatment group (21 mo/O304). 

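In 21 mo/O304 against 21 mo, 0 of the 15902 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p was 0.150. An unadjusted p under 0.05 was found for 3289 genes, 1315 of them higher and 1974 lower under O304, where chance alone gives 795 on average. Other splits of the same 6 libraries into 3 and 3, which mix the groups, gave up to 2618 such genes. Of all alternatives, limma voom with sample quality weights moved the number of differentially expressed genes most, to 6528. DESeq2 with all 9 libraries gave 896. When replicate 1 of the 21 mo group was left out, edgeR gave 3808, of which 1741 were higher and 2067 lower. That replicate was the 21 mo library most like both other groups, so this count does not stand for the whole group. The other fits that left out 1 library gave 0 or 1. The authors' deposited table has an adjusted p under 0.05 for 471 genes in this comparison, 114 higher and 357 lower under O304. The log2 fold changes of these 471 genes differed by at most 2.95e-05 from those of DESeq2 run here on the 6 libraries of these 2 groups, which placed 467 genes past the threshold, 466 of them shared with the authors' deposited table. That fit was added after the data were seen.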

As shown in Figure 4B, O304 treatment could upregulate the genes targeting fatty acid metabolism, oxidative phosphorylation and ATP metabolism, and downregulate the genes targeting inflammatory response, ROS metabolic process and cellular senescence. 

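A list of 35 mitochondrial fatty acid oxidation genes had a mean log2 fold change of 0.49 in 21 mo/O304 against 21 mo, with 32 genes higher (camera, adjusted p = 6.43e-07). Relative to the 18 mo mean, its mean log2 level was 0.05, −0.50 and −1.32 in replicates 1 to 3 of the 21 mo group and 0.13, −0.04 and 0.06 in those of the 21 mo/O304 group (exact permutation test, two-sided, p = 0.2). The mean log2 fold change was 0.85 without replicate 1 of the 21 mo group and 0.25 without replicate 3, and passed the threshold in both. Cpt1a encodes the carnitine palmitoyltransferase that starts this pathway, and lies on chromosome 19 from 3323301 to 3385732. It was at 542 ± 52.1 CPM in the 18 mo group, 423 ± 120 CPM in the 21 mo group and 636 ± 33.0 CPM under O304 (SD, n = 3 each). The log2 fold change under O304 was 0.59 (SE 0.23, adjusted p = 0.209, edgeR's quasi-likelihood test). All 3 mice given O304 had more Cpt1a than all 3 mice of the 21 mo group (exact permutation test, two-sided, p = 0.1). Without replicate 1 of the 21 mo group Cpt1a passed the threshold at 0.75, and without replicate 3 its log2 fold change was 0.38. For oxidative phosphorylation and ATP metabolism, the 88 tested genes of the Reactome set for respiratory electron transport and ATP synthesis had a mean log2 fold change of 0.31 with 83 higher (camera, adjusted p = 1.24e-10).
Among the processes that fell, a list of 62 inflammatory response genes had a mean log2 fold change of −1.44 with 55 genes lower (camera, adjusted p = 2.33e-09). Relative to the 18 mo mean, this list was at 0.84, 1.55 and 2.50 in the 21 mo group and at 0.41, 0.60 and 0.67 in the 21 mo/O304 group, without overlap (exact permutation test, two-sided, p = 0.1). Without replicate 3 of the 21 mo group its mean log2 fold change was −0.79, still past the threshold. The Reactome set for cellular senescence had a mean of −0.12 with 63 of 103 genes lower, which did not pass the threshold (camera, adjusted p = 0.299). The Reactome set for the senescence-associated secretory phenotype did, with a mean of −0.19 and 32 of 43 genes lower (camera, adjusted p = 0.0201), but not without replicate 3 of the 21 mo group, at −0.10. Camera placed 31 of the 37 sets and lists past the threshold, 22 higher and 9 lower under O304. With fry 0 sets passed and 2 had an unadjusted p under 0.05, and with the estimated correlation both counts were 0.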

Since the regulation of O304 on genes mainly concentrated in mitochondrial function or energy homeostasis, KEGG pathway enrichment analysis was performed to further analyze the effect of O304 on metabolism. We found that the top 10 enriched signaling pathways included PPAR signaling pathway, butanoate metabolism, drug metabolism, retinol metabolism, peroxisome, pentose and glucuronate interconversions, fatty acid degradation, pyruvate metabolism, metabolism of xenobiotics by cytochrome P450 and steroid hormone biosynthesis (Figure 4C), among which PPAR signaling pathway was the topmost one. 

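With no gene past the adjusted threshold in edgeR, enrichment was examined among the 1315 genes raised by O304 with an unadjusted p under 0.05, an alternative added after the data were seen. Gene lists written by hand stood in for the 10 KEGG pathways, with the 15902 tested genes as the background and Fisher's exact test (one-sided). The paper picked these 10 pathways as the most enriched in the same libraries. Enrichment of the lists here is therefore not independent evidence, and ranks and adjustment run over these 10 alone. The peroxisome list ranked first, with 21 of 77 genes raised (Fisher's exact p = 6.97e-07), followed by butanoate metabolism with 10 of 23 and fatty acid degradation with 13 of 44. PPAR signaling ranked sixth, with 12 of 65 genes raised (Fisher's exact p = 0.00644, adjusted p = 0.00999 over the 10 lists). The raised genes were 8 of 30 for pentose and glucuronate interconversions, 10 of 44 for retinol metabolism and 10 of 50 for metabolism of xenobiotics by cytochrome P450. They were 8 of 37 for pyruvate metabolism, 9 of 51 for drug metabolism and 6 of 38 for steroid hormone biosynthesis. All lists but steroid hormone biosynthesis had an adjusted p under 0.05, which makes 9 of 10. Without replicate 1 of the 21 mo group, where genes passed the adjusted threshold, all 10 lists did, against 0 in each other fit that left out 1 library.
The 114 genes raised by O304 with an adjusted p under 0.05 in the authors' deposited table gave another order. Against the 17473 genes with an adjusted p in DESeq2, PPAR signaling ranked first with 4 genes, which were Adipoq, Cyp4a12a, Lpl and Plin1 (Fisher's exact test, one-sided, p = 0.00107, adjusted p = 0.0107). Steroid hormone biosynthesis and drug metabolism followed with 3 genes each (Fisher's exact test, adjusted p = 0.0147 and 0.0185). The peroxisome, butanoate metabolism and pyruvate metabolism lists had 0 genes. Lpl was at 974 ± 362 CPM in the 18 mo group, 301 ± 213 CPM in the 21 mo group and 1108 ± 93.4 CPM under O304 (SD, n = 3 each). Its log2 fold change under O304 was 1.88 (SE 0.47, adjusted p = 0.175, edgeR's quasi-likelihood test). That of Cyp4a12a, which belongs to a family of similar genes, was 2.77 (SE 0.64, adjusted p = 0.175, edgeR). Adipoq and Plin1, which encode adiponectin and perilipin 1, are abundant in adipocytes and were near 0 in most 18 mo and 21 mo libraries. Adipoq held 21.6, 1.97 and 15.1 CPM in the 3 mice given O304, a log2 fold change of 5.90 (SE 1.54, adjusted p = 0.175, edgeR). Plin1 held 12.6, 1.13 and 5.35 CPM in these mice and was at least 37.6-fold higher than in the 21 mo group, where each library had 3 counts or fewer. Acsl4, another gene of the PPAR list, fell, with a log2 fold change of −0.92 (SE 0.19, adjusted p = 0.175, edgeR). Without replicate 1 of the 21 mo group all 5 genes passed the threshold, with Lpl at 2.62, Cyp4a12a at 2.55, Adipoq at 5.54 and Acsl4 at −1.12. Over the whole PPAR list of 65 genes, the mean log2 fold change was 0.49 with 48 genes higher (camera, adjusted p = 0.000231), and 0.77 without replicate 1 of the 21 mo group. With genes at or under 3 counts set to their bound, the mean of all libraries was 0.48. The paper turned to KEGG pathways because the genes regulated by O304 concentrated in mitochondrial function and energy homeostasis. From its transcriptomic data the paper concludes that O304 regulates energy metabolism with the PPAR signaling pathway involved, and it went on to assay fatty acid metabolism (Figure 5).

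**Figure D2:**
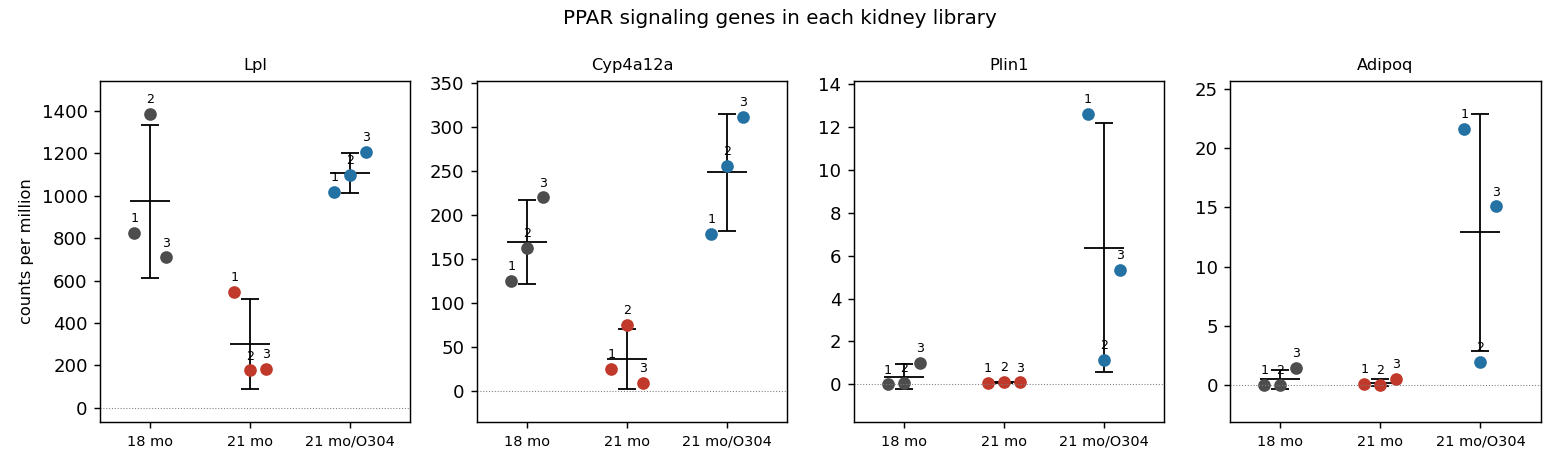
Level of 4 PPAR signaling genes in each kidney library, in CPM normalized by TMM (y axis, a separate linear scale for each gene), by group (x axis). Points are single mice with their replicate number, long bars are group means and error bars are SDs (n = 3). Adipoq reaches 21.6 CPM and Plin1 12.6 CPM in replicate 1 of the 21 mo/O304 group.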

Finally, Gene set enrichment analysis (GSEA) further demonstrated that O304 treatment could inhibit renal senescence, renal fibrosis and ROS production, and activate mitochondrial biogenesis, mitochondrial fatty acid oxidation (FAO) and autophagy (Figures 4D–I).

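Normalized enrichment scores (NES) were computed with fgsea for 21 mo/O304 against 21 mo. The 15902 genes were ranked by a signal-to-noise ratio in the 6 libraries. Each SD in the ratio was raised to at least 0.2 and at least 0.2 times the gene's mean log2 CPM. The median SD per gene was 0.196 in the 21 mo/O304 group, so for most genes there the floor replaced the measured spread. fgsea permutes genes and not mice, so its p-values do not include the spread between mice. The Reactome set for mitochondrial fatty acid beta-oxidation, with 15 tested genes, had an NES of 1.71 (fgsea permutation, adjusted p = 0.0174), and all 15 genes were higher under O304. The hand-written list of fatty acid oxidation genes had an NES of 1.84. The Reactome set for mitochondrial biogenesis, with 21 tested genes, had an NES of 0.860 (fgsea permutation, p = 0.668). Its mean log2 fold change was 0.12 with 12 genes higher, and it passed the camera threshold only without replicate 3 of the 21 mo/O304 group, at 0.13, among the fits that each left out 1 library. Without replicate 2 of that group the mean was 0.07. Relative to the 18 mo mean, the set's mean log2 level was −0.039, −0.073 and −0.180 in the 21 mo libraries and 0.054, 0.107 and −0.002 under O304. These did not overlap (exact permutation test, two-sided, p = 0.1). With fry the set had an unadjusted p of 0.0237 and an adjusted p of 0.193. The hand-written list of 33 mitochondrial biogenesis genes had an NES of 1.64 (adjusted p = 0.0198 by permutation) and a mean log2 fold change of 0.28 with 27 genes higher (camera, adjusted p = 0.000470). This mean was 0.44 without replicate 1 of the 21 mo group and 0.17 without replicate 3. The NES was −1.79 for the senescence list, −2.15 for the fibrosis list and −1.80 for the ROS list, each with an adjusted p under 0.05 by permutation, while the Reactome sets for cellular senescence and for the senescence-associated secretory phenotype had NES of 0.687 and 0.898. Core autophagy had an NES of 1.03 (fgsea permutation, p = 0.379) and mitophagy 1.04 (fgsea permutation, p = 0.389). With fgsea on this ranking, neither stood apart from randomly drawn genes. Camera, which also compares a list with the other genes, placed both past the threshold (adjusted p = 0.00668 and 0.00657), and fry placed neither. In all, 21 of the 37 sets and lists had an adjusted p under 0.05 by fgsea permutation.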

**FIGURE 4:**
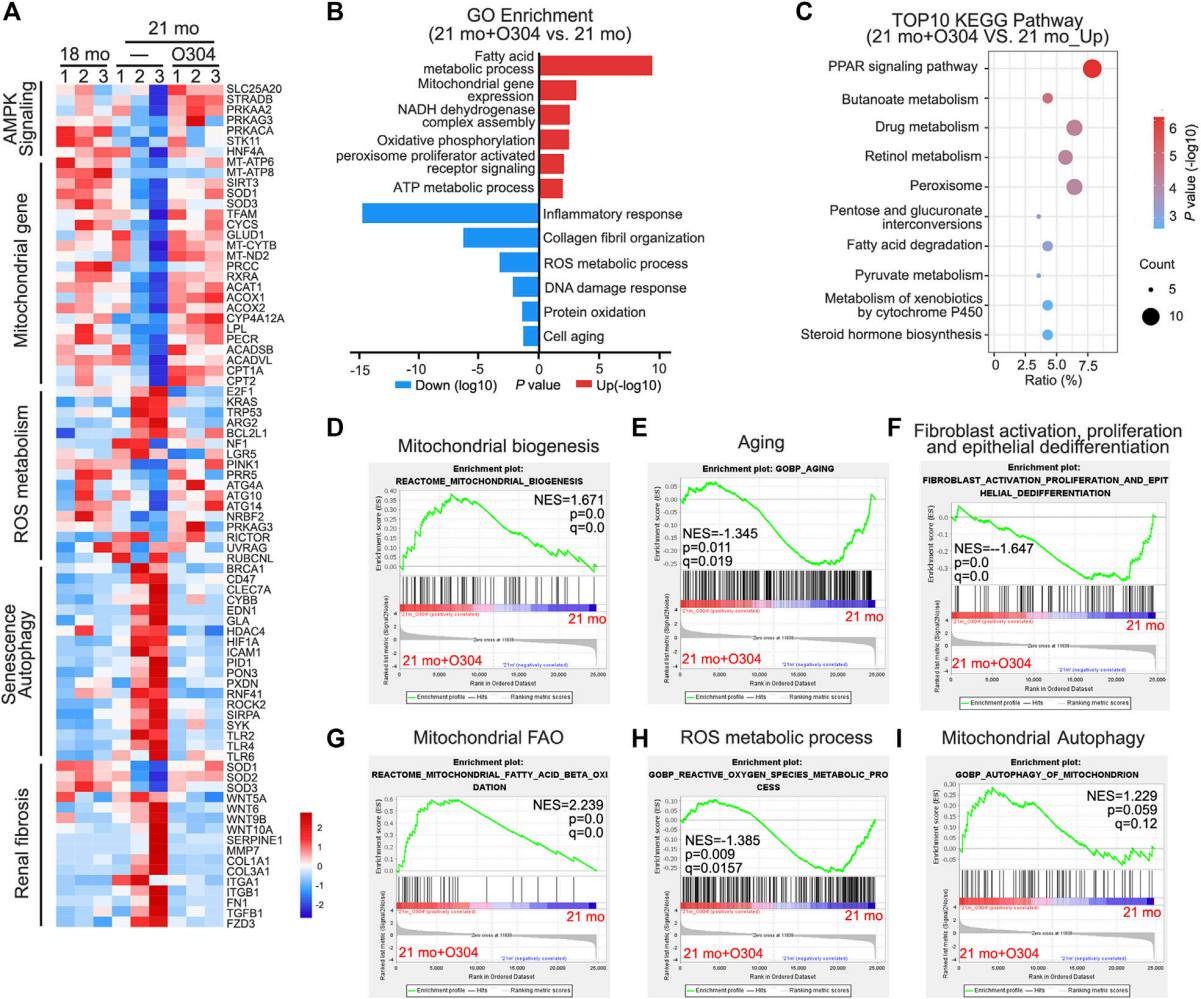
Transcriptomic analysis further proves the effects of O304 on autophagy, fibrosis, senescence and energy metabolism in naturally aging mice. **(A)** Heatmap plot of transcriptomic analysis shows the changes in the AMPK signaling, mitochondrial genes, ROS metabolism, senescence, autophagy and renal fibrosis in different groups. **(B)** Gene ontology (GO) analysis shows differentially expressed genes (DEGs) in 21mo vs 21mo/O304 mice. Red color indicates the upregulation of genes after O304 treatment, while blue color indicates the downregulation. **(C)** KEGG pathway analysis shows the top 10 target-pathways of O304 in the upregulated genes by GO analysis. **(D–I)** Gene set enrichment analysis (GSEA) showing the different enriched genes in 21-month-old group or O304 treatment group. *q* value meaning adjusted *p* value. NES, normalized enrichment score.

### O304 Could Promote Fatty Acid Metabolism in Naturally Aging Mice

Transcriptomic analysis demonstrated the regulatory effect of O304 on energy metabolism, in which PPAR signaling pathway was involved. Then we further assessed the effects of O304 on the fatty acid metabolism. As shown in Figures 5A–C, western blot analyses showed that the expressions of CPT1A and ACOX1 were decreased in 21-month-old mice, but restored after O304 treatment. Immunohistochemical staining of CPT1A also showed similar results (Figure 5D). Besides, immunofluorescent staining showed that the upregulation of ADRP in 21-month-old mice was inhibited by O304 treatment (Figure 5D). What’s more, the expressional levels of peroxisome proliferator–activated receptor-α (PPARα), CPT1A, carnitine palmitoyl transferase-2 (CPT2) and ACOX1 were assessed by quantitative real-time PCR and the results showed that the downregulation of their expressions in 21-month-old mice was restored after O304 treatment (Figures 5E–H). All these results confirmed that O304 could promote fatty acid metabolism.

**FIGURE 5:**
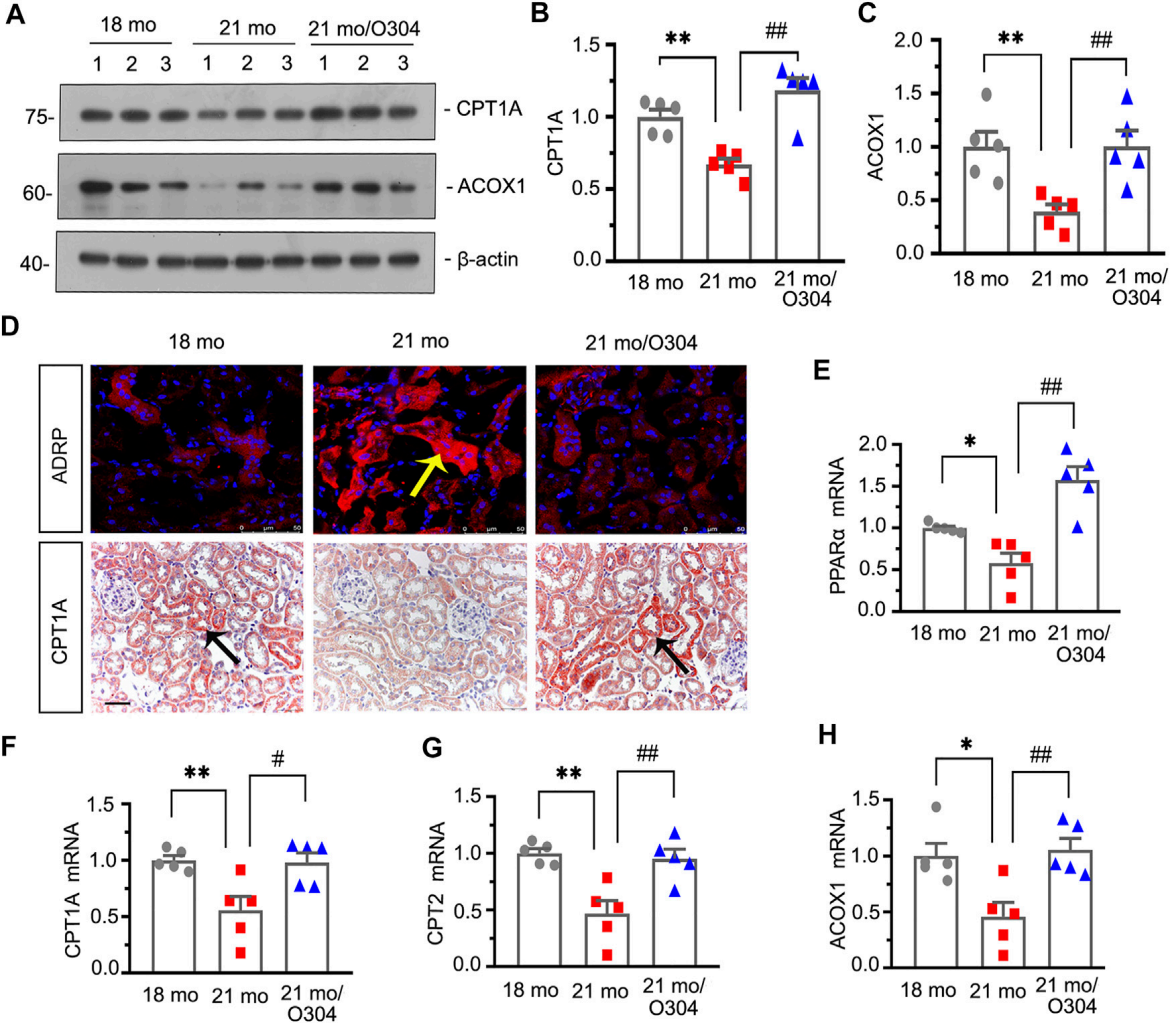
O304 could promote fatty acid metabolism in naturally aging mice. **(A–C)** Representative western blot and quantitative data showing renal expression of CTP1A and ACOX1 in different groups. Numbers (1–3) indicate each individual animal in each given group. **p < 0.01 versus 18-month-old mice group. ^##^ *p* < 0.01 versus 21-month-old mice group alone (*n* = 5). **(D)** Representative micrographs showing ADRP (top) and CPT1A (bottom) expression in kidneys in different groups. Cryosections were subjected to fluorescence staining for ADRP. Paraffin-embedded kidney sections were immunostained with an antibody against CPT1A. Arrows indicate positive staining. scale bar, 50 μm. **(E–H)** Graphical representations show the relative abundance of PPARα, CPT1A, CPT2 and ACOX1 mRNA in different groups. *p < 0.05, **p < 0.01 versus 18-month-old mice group. ^#^ *p* < 0.05, ^##^ *p* < 0.01versus 21-month-old mice group alone (*n* = 5).

### O304 Could Promote Autophagy and Alleviate Mitochondrial Dysfunction in Naturally Aging Mice

We next assessed the effect of O304 on autophagy. As shown in Figure 6A, compared with 18-month-old mice, the expression of LC3B detected by immunofluorescent staining was down-regulated in 21-month-old mice, however, O304 treatment reversed its expression. On the other hand, immunohistochemical staining showed that the upregulation of p-mTOR in 21-month-old mice was inhibited by O304 treatment. Besides, western blot analyses showed that the expressional levels of p-mTOR, mTOR and P62 (Figures 6B–E) were greatly increased in 21-month-old mice, while the conversion of LC3-I to LC3-II (Figures 6B,F) was down-regulated, compared with 18-month-old mice. However, O304 treatment reversed all of their expressions (Figures 6B–E). In addition, compared with 21-month-old mice, autophagic vacuole could obviously be detected by transmission electron microscopy in 18-month-old mice and O304 treated mice (Figure 6G).

**FIGURE 6:**
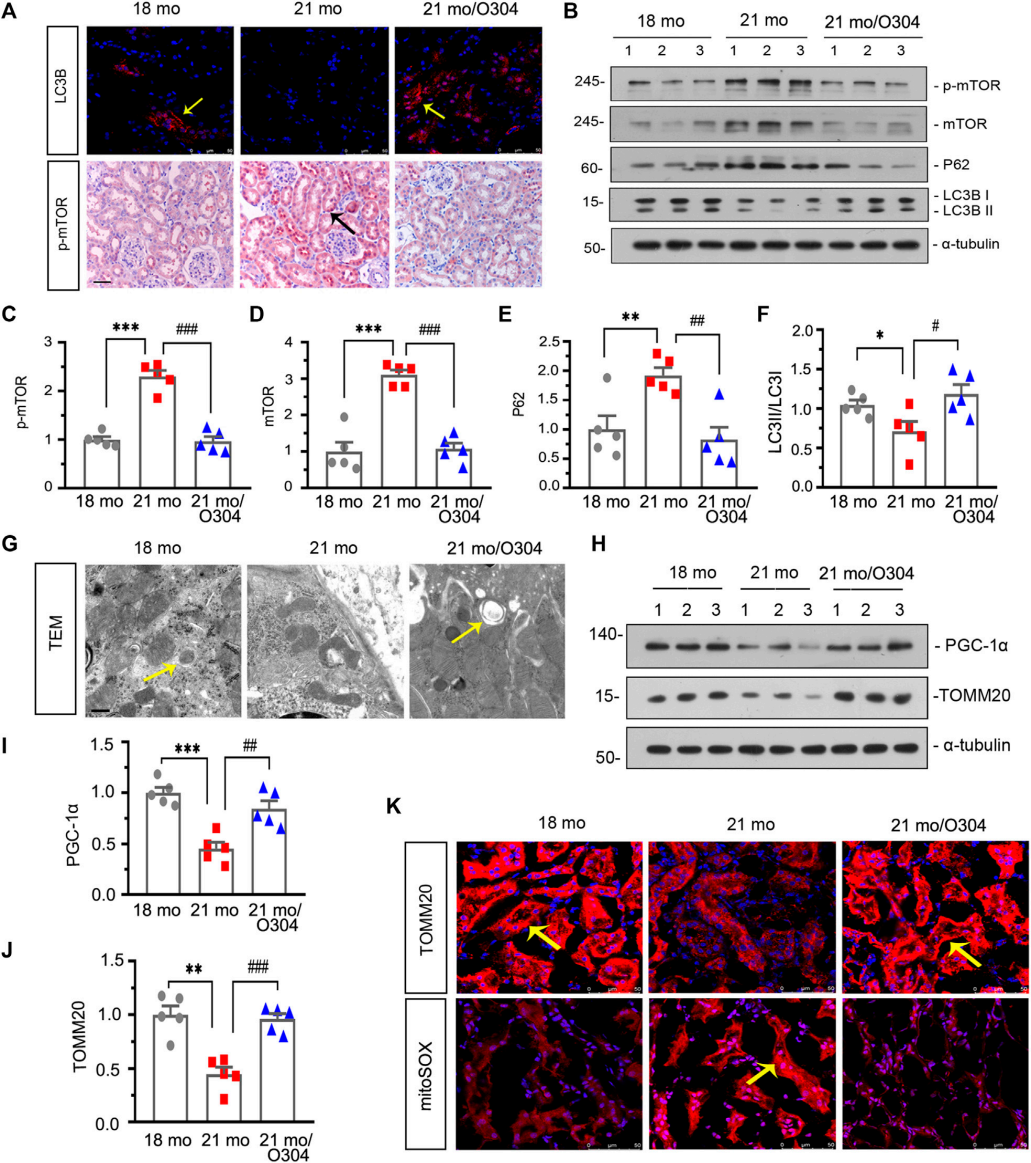
O304 could promote autophagy and alleviate mitochondrial dysfunction in naturally aging mice. **(A)** Representative micrographs showing LC3B (top) and p-mTOR (bottom) expression in kidneys in different groups. Cryosections were subjected to fluorescence staining for LC3B. Paraffin-embedded kidney sections were immunostained with an antibody against p-mTOR. Arrows indicate positive staining. scale bar, 50 μm. **(B–F)** Representative western blot and quantitative data showing renal expression of p-mTOR, mTOR, P62 and enhanced LC3-II formation in different groups. Numbers (1–3) indicate each individual animal in each given group. *p < 0.05, **p < 0.01, ***p < 0.001 versus 18-month-old mice group. ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001 versus 21-month-old mice group alone (*n* = 5). **(G)** Representative transmission electron microscopy (TEM) micrographs show autophagic vacuole in different groups in ultrathin kidney sections. Arrow indicates autophagic vacuole. Scale bar, 0.5 μm. **(H–J)** Representative western blot and quantitative data showing renal expression of PGC-1α and TOMM20 in different groups. Numbers (1–3) indicate each individual animal in each given group. **p < 0.01, ***p < 0.001 versus 18-month-old mice group. ^##^ *p* < 0.01, ^###^ *p* < 0.001versus 21-month-old mice group alone (*n* = 5). **(K)** Representative micrographs showing the expression of TOMM20 (top) and mitochondrial ROS by mitoSOX staining (bottom) in kidneys in different groups. Cryosections were subjected to fluorescence staining for TOMM20 and mitoSOX. Arrows indicate positive staining.

We then examined the effects of O304 on mitochondrial dysfunction. As shown in Figures 6H–J, western blot analyses showed that the expressional levels of peroxisome proliferator-activated receptor-γ coactivator-1α (PGC-1α) and TOMM20 were decreased in 21-month-old mice, but were up-regulated again after O304 treatment. Similar result was demonstrated by immunohistochemical staining to assess the expression of TOMM20 (Figure 6K). On the other hand, the mitoSOX probe staining showed that mitochondrial ROS production was increased in 21-month-old mice and greatly inhibited by O304 treatment (Figure 6K). These results demonstrated that O304 could alleviate mitochondrial dysfunction.

We also examined the effects of O304 on kidney function. The expressional levels of serum creatinine and serum urea were examined, but there was no statistical difference among different groups (Supplementary Figures S1A,B).

### O304 Could Activate AMPK and Promote Fatty Acid Metabolism *In vitro*

We then investigated the effects of O304 on AMPK and fatty acid metabolism *in vitro*. Firstly, HKC-8 cells, a renal proximal tubular cell line, were pretreated with O304, followed by administration of D-gal. Western blot analyses showed that the expressional levels of p-AMPK, AMPK, CPT1A and ACOX1 were significantly inhibited by D-gal, but restored after O304 treatment (Figures 7A–F). Besides, the results of quantitative real-time PCR showed that O304 reversed the downregulation of PPARα and ACOX1 induced by D-Gal (Figures 7G,H). In addition, Nile red staining also showed that the accumulation of fat induced by D-Gal was also inhibited by O304 treatment. (Figure 7I). All these results confirmed that O304 could promote fatty acid metabolism *in vitro*.

**FIGURE 7:**
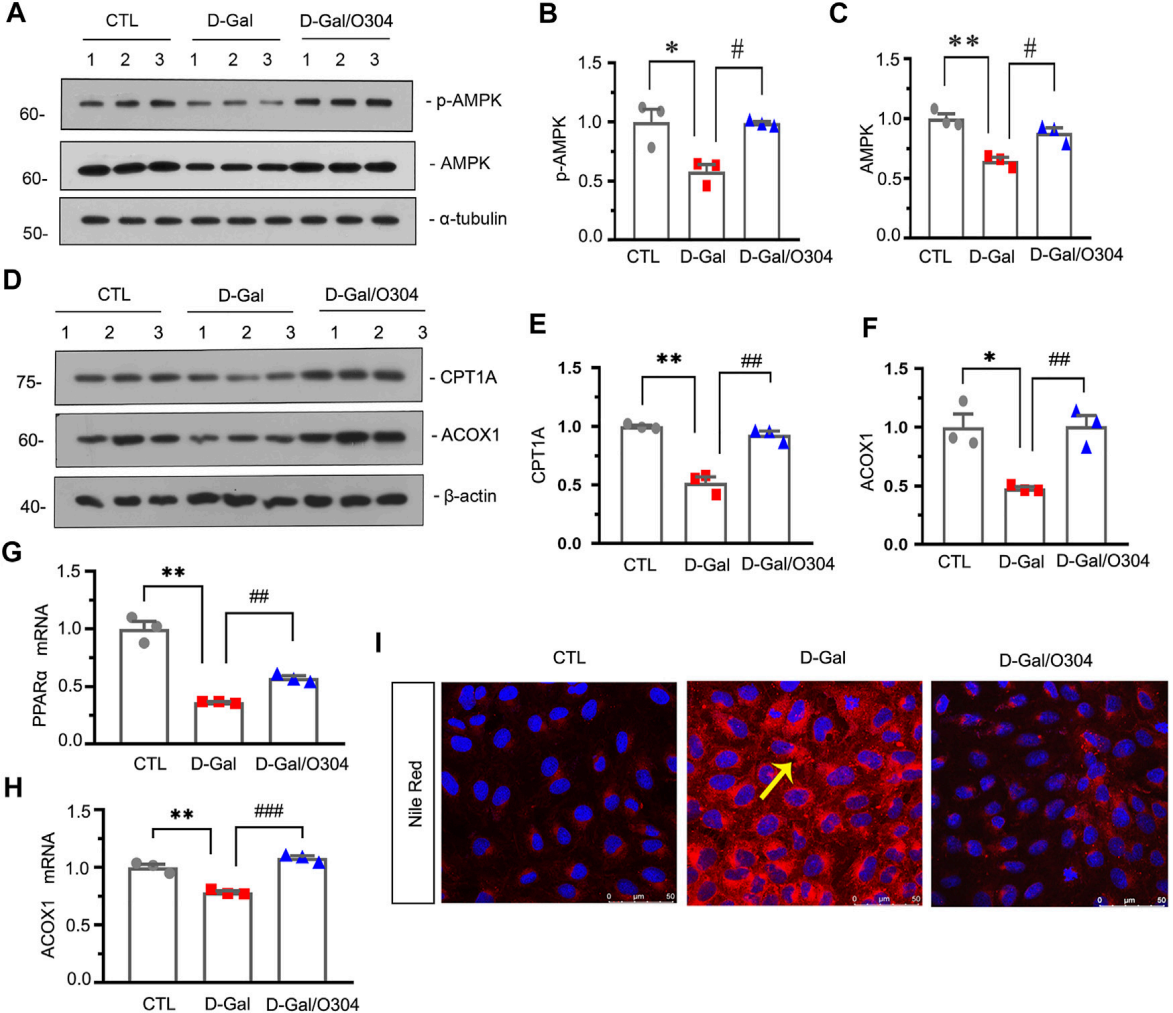
O304 could activate AMPK and promote fatty acid metabolism *in vitro*. **(A–C)** Representative western blot showing the expression of p-AMPK and AMPK in different groups. HKC-8 cells were stimulated by D-Gal (10 mg/ml) for 60 h with or without O304 (50 nM). *p < 0.05, **p < 0.01 versus control (Ctrl) cells; ^#^ *p* < 0.05 versus D-Gal-treated group alone (*n* = 3). **(D–F)** Representative western blot and quantitative data showing the expression of CPT1A and ACOX1. *p < 0.05, **p < 0.01 versus control group; ^##^ *p* < 0.01 versus D-Gal-treated group alone (*n* = 3). **(G,H)** Graphical representations show the relative abundance of PPARα and ACOX1 mRNA in different groups. **p < 0.01 versus control group; ^##^ *p* < 0.01, ^###^ *p* < 0.001 versus D-Gal-treated group alone (*n* = 3). **(I)** Representative micrographs showing the formation of fat in HKC-8 cells by Nile red staining in different groups. Arrows indicate positive staining of fatty formation.

### O304 Could inhibit β-catenin and Alleviate Renal Senescence and Fibrosis *In vitro*

Next, the effects of O304 on β-catenin and renal senescence and fibrosis were also assessed *in vitro*. As shown in Figures 8A–F, administration of D-gal obviously up-regulated the expression of active β-catenin, P16^INK4A^, γH2AX, fibronectin and α-SMA, but O304 treatment significantly inhibited all of their abnormal expression. Similar results were demonstrated when the expressional levels of active β-catenin, fibronectin and γH2AX were analyzed by immunofluorescence staining (Figure 8G). These results suggested that O304 could inhibit β-catenin and alleviate cellular fibrosis and senescence *in vitro*.

**FIGURE 8:**
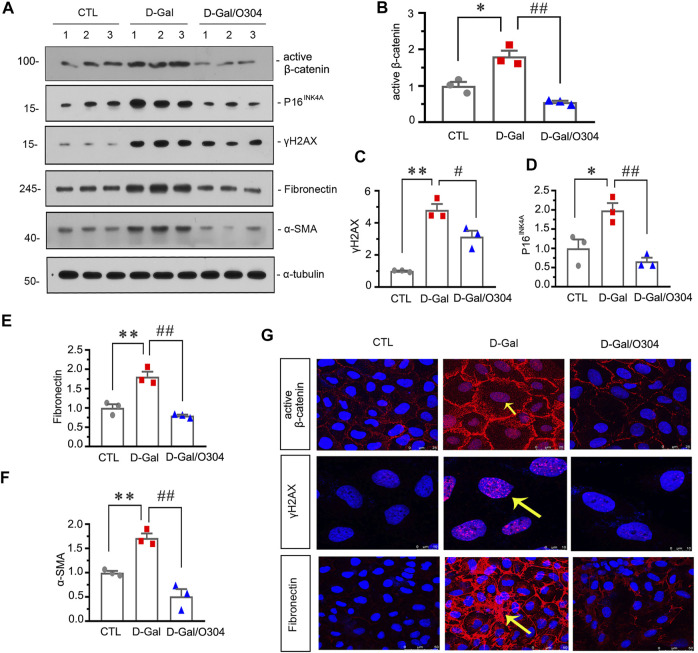
O304 could inhibit β catenin and alleviate renal senescence and fibrosis *in vitro*. **(A–F)** Representative western blot and quantitative data showing the expression of active β-catenin, P16^INK4A^, γH_2_AX, fibronectin and α-SMA in HKC-8 cells. HKC-8 cells were pretreated with O304 at 50 nM for 1 h, followed by treatment with D-Gal at 10 mg/ml for 60 h *p < 0.05, **p < 0.01 versus the control group alone; ^#^ *p* < 0.05, ^##^ *p* < 0.01 versus the D-Gal-treated group alone (*n* = 3). **(G)** Representative micrographs showing the expression of active β-catenin (top), γH_2_AX (middle) and fibronectin (bottom) in HKC-8 cells. HKC-8 cells cultured on coverslips were immunostained with an antibody against active β-catenin, γH2AX or fibronectin. Arrows indicate positive staining.

### O304 Could Promote Autophagy and Alleviate Mitochondrial Dysfunction *In vitro*

Then the effects of O304 on autophagy and mitochondrial dysfunction were assessed *in vitro*. As shown in Figures 9A–C, D-Gal stimulation promoted the upregulation of p-mTOR and the autophagosome-selective substrate, P62. However, their expressions were obviously inhibited by co-treatment with O304. Similar results were observed when the expressional levels of mTOR and P62 was assessed by immunofluorescent staining (Figure 9I). Besides, the conversion of LC3B-I to LC3B-II was also greatly increased by co-treatment with O304 in D-Gal-treated cells (Figures 9A,D). To further assess autophagic flux, HKC-8 cells were infected with lentiviruses expressing a tandem RFP-GFP-LC3B fusion protein, and were then treated with D-Gal or were co-treated with D-Gal/O304. The RFP-GFP-LC3B sensor enables LC3B-positive, neutral-pH autophagosomes as green fluorescence, whereas LC3B-positive acidic pH autophagolysosomes exhibit red fluorescence. As shown in Figure 9E, D-Gal induced autophagosome accumulation without fusion of autophagsomes to lysosomes, as indicated by their golden color (overlap of red and green fluorescence). However, co-treatment with O304 triggered autophagic flux in HKC-8 cells, as shown by red puncta due to autophagosomes colocalizing with lysosomes.

**FIGURE 9:**
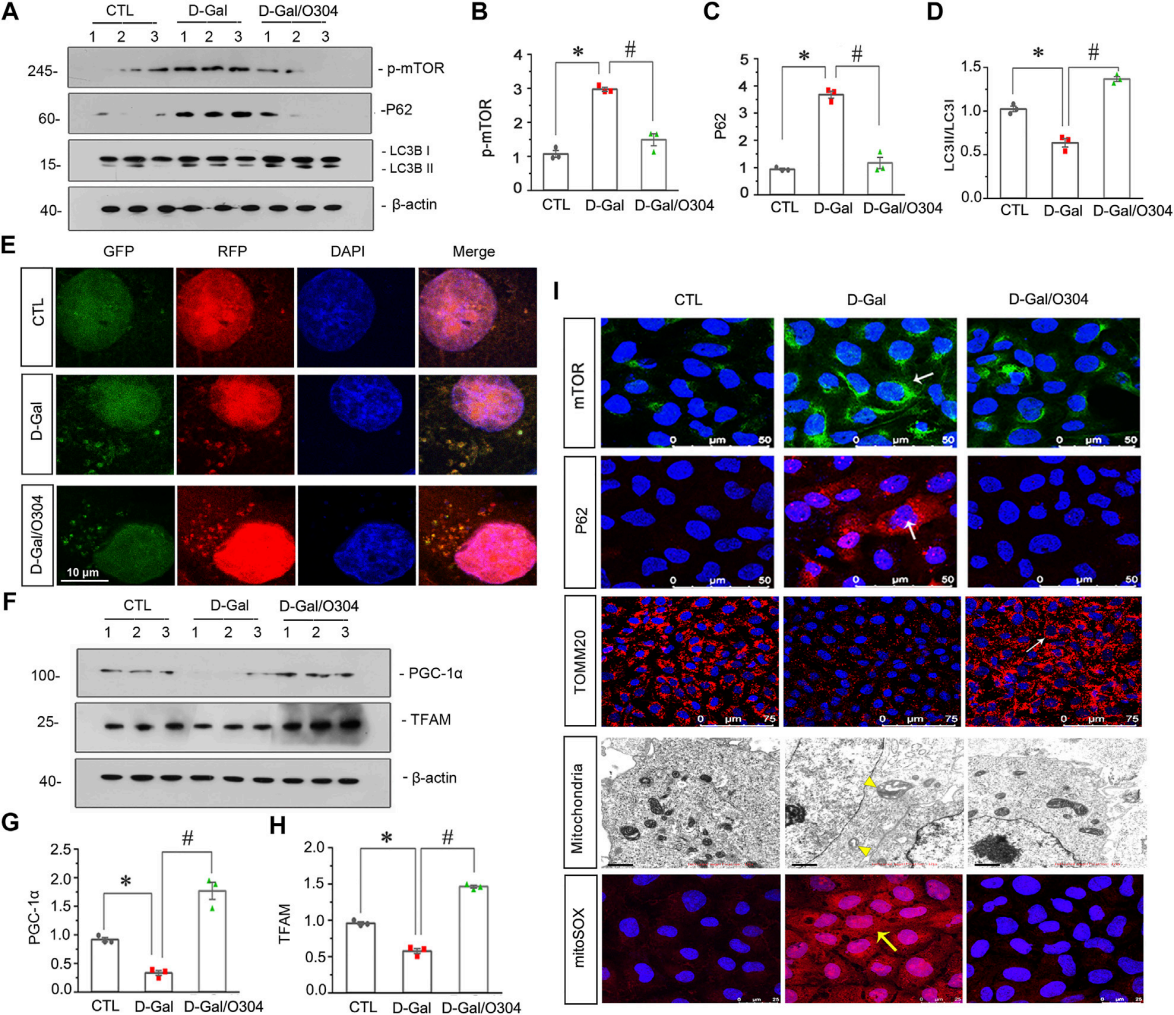
O304 could promote autophagy and alleviate mitochondrial dysfunction *in vitro*. **(A–D)** Representative western blot showing the expression of p-mTOR, P62, and LC3B in different groups. HKC-8 cells were stimulated by D-Gal (10 mg/ml) for 60 h with or without O304 (50 nM). *p < 0.05 versus control (Ctrl) cells; ^#^ *p* < 0.05 versus D-Gal-treated group alone (*n* = 3). **(E)** Representative micrographs show that O304 promoted acidic-pH LC3B-positive autophagolysosomes (red fluorescence). HKC-8 cells were pre-transfected with lentiviruses expressing RFP-GFP-LC3B for 12 h, and were then stimulated by D-Gal (10 mg/ml) for 60 h with or without O304 (50 nM). Natural-pH LC3B-positive autophagosomes (green fluorescence) and acidic-pH LC3B-positive autophagolysosomes (red fluorescence) were detected. **(F–H)** Representative western blot and quantitative data showing the expression of PGC-1α and TFAM. *p < 0.05 versus control group; ^#^ *p* < 0.05 versus D-Gal-treated group alone (*n* = 3). **(I)** Representative micrographs showing the expression of mTOR, P62, TOMM20 and mitochondrial ROS production in different groups. HKC-8 cells were seeded on coverslips and stimulated by D-Gal (10 mg/ml) for 60 h with or without O304 (50 nM). The cells were immunostained with mitoSOX probe or antibodies against mTOR, P62 and TOMM20, respectively. Representative transmission electron microscopy (TEM) micrographs (middle) showing O304 protects the normal structure of mitochondria in HKC-8 cells. For mTOR, P62, TOMM20 and mitoSOX staining, arrows indicate positive staining. For TEM analyses, arrowheads indicate abnormal-shaped mitochondria.

We also examined the effects of O304 on mitochondrial dysfunction. As shown in Figures 9F–H, O304 significantly restored the down-regulation of the PGC-1α and mitochondrial transcription factor A (TFAM) induced by D-Gal, which were two key factors of mitochondrial biogenesis. Similar results were observed when TOMM20 was assessed by immunofluorescent staining, suggesting the protective effects of O304 on mitochondrial mass (Figure 9I). Consistently, the ultrastructure of mitochondria which was assessed by transmission electron microscopy (TEM) further clarified the protective effects of O304. As shown in Figure 9I, D-Gal induced swollen mitochondria with disorganized and fragmented cristae in HKC-8 cells, however, co-treatment with O304 greatly improved the normal structure of mitochondria. Besides, mitochondrial ROS production detected by mitoSOX probe staining also showed that the upregulation of ROS production induced by D-Gal was also greatly inhibited after O304 treatment (Figure 9I). These results suggested that O304 could promote autophagy and alleviate mitochondrial dysfunction *in vitro*.

### O304 Promotes Autophagic Flux *In vitro*

Finally, the effects of O304 on autophagic flux were detected. As shown in Figure 10A, TEM images demonstrated that, compared with normal cultured cells, O304 incubation induced an increase in autophagic vacuoles in HKC-8 cells. Furthermore, immunostaining for LC3B exhibited the formation of more LC3B puncta in O304-treated group. We next assessed the effects of chloroquine on O304-treated cells. As shown in Figures 10B,C, co-treatment of O304 with chloroquine significantly enhanced the formation of LC3B, which suggested an increase in autophagic flux by O304.

**FIGURE 10:**
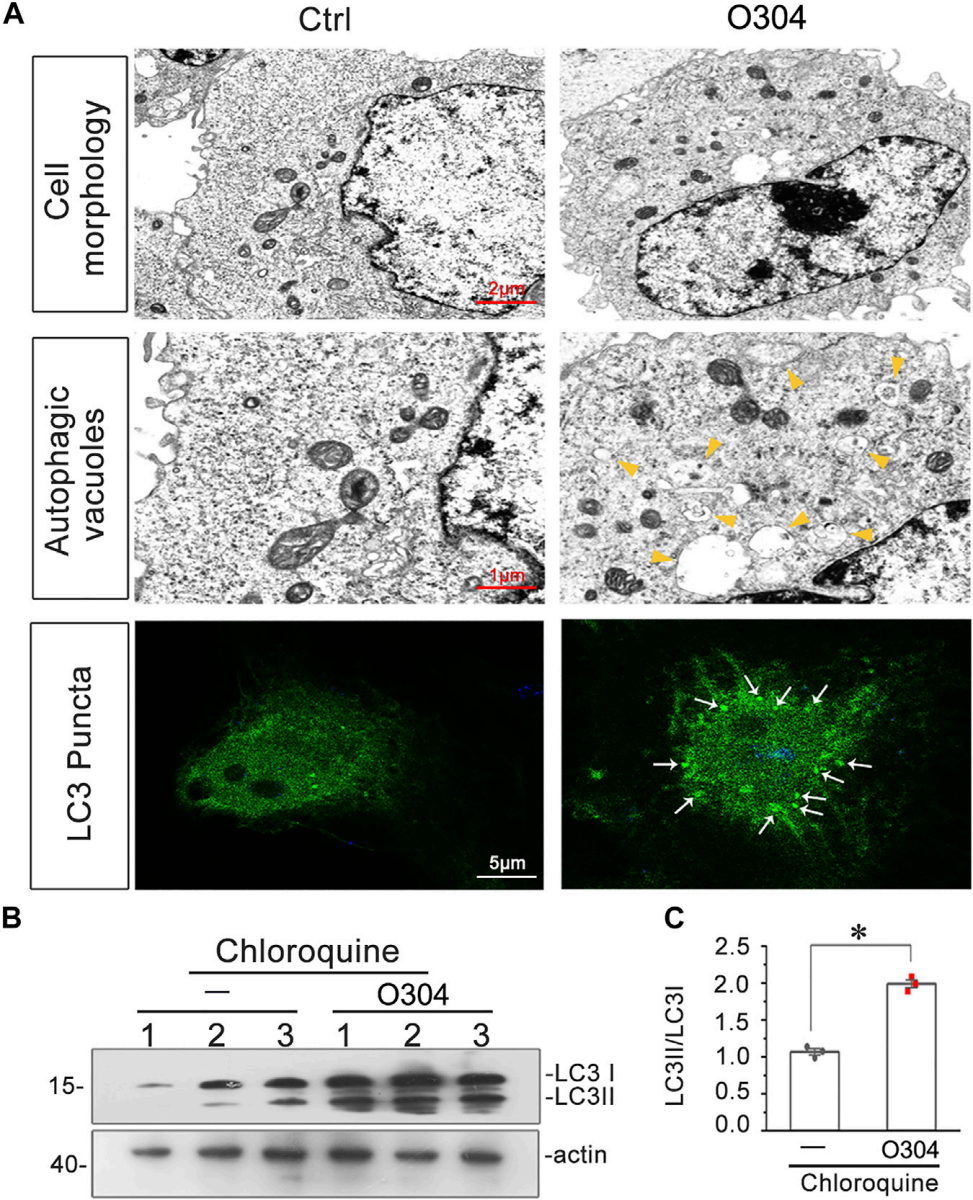
O304 promotes autophagic flux *in vitro*. **(A)** Representative electron microscopy (TEM) micrographs show that O304 increased autophagic vacuoles (yellow arrowheads). HKC-8 cells were treated with O304 (50 nM) for 60 h. Representative micrographs showO304 enhanced LC3B formation. HKC-8 cells were transiently transfected with GFP-LC3B plasmid for 24 h, and were then stimulated with or without O304 (50 nM) for 60 h. The cells were observed by fluorescence microscopy. **(B,C)** Representative western blot shows that O304 enhanced LC3BII formation. HKC-8 cells were treated with chloroquine (50 μM) and co-treated with or without O304 (50 nM) for 60 h *p < 0.05 versus chloroquine alone (*n* = 3).

## Discussion

Aging are becoming great challenges for public health since aging population is growing rapidly worldwide (Beard and Bloom, 2015). Elderly people (over 60 years) will account for 11–22% of the population by 2050 according to data from the World Health Organization (WHO) (Nabavi et al., 2016). Kidney is one of the most important organs in the body, and aging plays an important role in the high morbidity of kidney injury and declined kidney function (Inker et al., 2015; Minutolo et al., 2015; Fang et al., 2020). Among the etiology of aging, energy metabolism imbalance is highly related with the loss of function in all organs, especially kidney (Miao et al., 2019).

The kidney is one of the most energy-demanding organs in order to remove waste from the blood and regulate fluid and electrolyte balance (Bhargava and Schnellmann, 2017). Research showed that the deficiency of energy supply highly contributes to the decline of kidney function (Emma et al., 2016). Notably, mitochondria are responsible for energy production. Hence, mitochondrial homeostasis plays a key role in maintaining normal function of kidney (Jiang et al., 2020).

Autophagy is a self-degradative process and plays important roles in energy supply and aging (Glick et al., 2010). It is necessary for organellar quality control by degrading damaged or misfolded proteins and even damaged mitochondria, the latter of which is also called mitophagy (Chen et al., 2020). When the energy supply is deficient, autophagy is a critical process in maintaining energy homeostasis as both extra- and intra-cellular components can be further used to produce ATP through catabolic reactions (Yang et al., 2019). Intact autophagic machinery promotes longevity and alleviates age-related phenotypes, while reduced autophagic activity is associated with aging acceleration (Rubinsztein et al., 2011).

AMPK is a central energy metabolic regulator. In case of energy deficiency, AMPK is activated and targets a range of physiological processes, which will cause the increase in energy production and a coordinated decrease in ATP usage through mitochondrial biogenesis and increased metabolism. In addition to energy supply, AMPK also highly involves in autophagy through inhibiting mTOR (Kim et al., 2011; Li and Chen, 2019). However, the role of AMPK activation in kidney aging has not been investigated. O304 is a direct pan-AMPK activator which was identified the beneficial role in glucose homeostasis type 2 diabetes patients (Steneberg et al., 2018). However, its therapeutic potential in kidney aging has not been clarified.

In this study, we found that O304 beneficially protects against kidney aging. There are several lines to support our findings. First, we tested the role of O304 in naturally aging mice. Results show that O304 effectively inhibited cellular senescence and age-related kidney fibrosis (Figure 3). Furthermore, O304 restored fatty acid metabolism, promoted autophagy and maintained mitochondrial homeostasis (Figures 5, 6). These results were also proved by transcriptomic sequencing analysis (Figure 4). The therapeutic effects of O304 were also proved in D-Gal-induced tubular cell culture (Figures 7–9). Interestingly, we also found that O304 solely triggered autophagic activity in renal tubular cells (Figure 10), further suggesting its potent potential for therapeutic effects on kidney aging. We also found that Wnt/β-catenin signaling could be inhibited by O304. Wnt/β-catenin signaling is an evolutionarily conserved pathway involved in organ development and tissue repair, and it often keeps silent in normal adults, but would be reactivated after kidney injury in a wide range of CKD models (Luo et al., 2018). It has been proved that Wnt/β-catenin signaling is closely related to mitochondrial dysfunction and kidney aging (Miao et al., 2019) and fatty acid metabolism (Behari et al., 2014; Feng et al., 2019). In this study, we demonstrated that O304 is able to inhibit Wnt/β-catenin signaling, revealing that O304 may act through multiple pathways.

In summary, we show that AMPK activator O304 can alleviate kidney aging through inducing energy metabolism, promoting autophagy and maintaining mitochondrial homeostasis. Although more studies are needed, our study suggests that O304 may represent a novel therapeutic potential to renal tubular senescence and age-related kidney injury.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus, accession number GSE192512.

How the deposited data were processed for this re-analysis (not part of the article)

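Kidney RNA of 9 mice was sequenced by the authors, with 3 mice in each of the 18 mo, 21 mo and 21 mo/O304 groups. Each mouse is 1 library, and replicates were not pooled. The authors removed low-quality reads, aligned the rest with HISAT2 v2.0.5 and counted them on genes with FeatureCounts v1.5.0-p3, and the deposited counts are whole numbers without normalization. The deposited FPKM values were computed by the authors from each count and gene length, with a library size that is a single number per library and differs from the total of its counts. The log2 fold changes in the deposited table are those the authors obtained with DESeq2, for 21 mo against 18 mo and for 21 mo/O304 against 21 mo. The p-values and adjusted p-values beside them are also the authors' own, and many genes that DESeq2 leaves without an adjusted p have 1 there. Of the 10395 genes without one in DESeq2 run here on the 6 libraries of 21 mo against 18 mo, 8190 have 1 in the table, 2134 have no adjusted p and 71 have one under 1. For 21 mo/O304 against 21 mo, 7266 of 9366 have 1 and 2100 have none. Strandedness and the treatment of reads that map to several places are not named in the paper's text, so overlapping genes, genes with near-identical copies and antisense genes are uncertain. The genome build is not named either. The table's coordinates were checked against the RefSeq annotation of GRCm38.p6, where 74.6% of 20458 genes paired by name had an end within 10 bases and 99.98% overlapped. The coordinates printed are those of the authors' table.
Of 54532 genes in the table, 15902 passed edgeR's filterByExpr, with a minimum count of 10 and a minimum total of 15. Libraries were normalized by TMM. The edgeR quasi-likelihood test (edgeR 4.0.16, R 4.3.3) was fitted to all 9 libraries with 3 group means, which leaves 6 residual degrees of freedom, and all tests across genes are two-sided with Benjamini-Hochberg adjustment. The contrasts were 21 mo against 18 mo, 21 mo/O304 against 21 mo and 21 mo/O304 against 18 mo. CPM values are TMM-normalized, and log2 CPM was computed with a prior count of 2. Gene symbols are those of the table, where 105 symbols occur more than once. A group in which every library of a gene has 3 counts or fewer was treated as at the floor, and a fold against it is given as a lower bound.
The sets and lists tested were 37, of which those of Reactome came from the fgsea package and the others were written by hand, along with 13 lists of cell type markers. They were tested with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over all sets and both contrasts, beside fry and camera with an estimated correlation. NES were computed with fgsea 1.28.0 on the signal-to-noise ratio, with each SD set to at least 0.2 and at least 0.2 times the mean. The Reactome set on gene expression activated by PPARα had 1 tested gene and was left out. The Gene Ontology and KEGG sets that the paper used were not used here. Single comparisons of 3 mice against 3 were tested with the exact permutation test, two-sided, which cannot give a p under 0.1.
The genes named are every gene of Figure 4A and every gene the paper assayed in ageing mice as a pool to draw on. To these were added, for each contrast, the 5 largest rises and 5 largest falls among protein-coding genes with an adjusted p under 0.05 and no overlap between the groups' libraries, and for each set reported up to 5 members with the smallest p-values. Genes named outside this rule were chosen after their values were seen, which holds for the adipocyte genes beyond the PPAR list and the mitochondrial genes inside the copied stretch. Results that need 1 withheld item are not reported here.
The tests were tried on simulated counts with 200 genes changed 4-fold, drawn from the means, library sizes and dispersion of these libraries with the same spread in every group. edgeR recovered 74.5% of the changed genes among 15632 tested, and 4.49% of its calls were false. DESeq2 recovered 85% among 15894, with 24.1% false calls, limma voom with quality weights 74% among 15632, with 4.52%, and limma-trend on FPKM 75.5% among 13873, with 4.43%. At a dispersion of 0.01, edgeR recovered 100% among 15619 with 4.31% false. Unequal spread between groups was not simulated in these trials.
The alternatives tried were DESeq2 1.42.0 in place of edgeR, upper-quartile normalization, every gene with at least 1 count, genes with at least 10 counts in every library, only the 6 libraries compared, the replicate number as a block, limma voom with sample quality weights, limma-trend on log2(FPKM + 1) for genes with a mean FPKM of at least 0.5, an absolute log2 fold change of at least 1, an unadjusted p, and leaving out each library in turn. DESeq2 on the 6 libraries compared and enrichment among genes with an unadjusted p under 0.05 were added after the data were seen.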

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

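The test of cell composition was chosen only after the result it measures was seen, and the adipocyte list was written after Plin1, Adipoq and Ucp1 had been seen to rise.
Aldh1a1, Tgif1 and Ugt1a2 were the genes past the threshold in 21 mo against 18 mo, and the paper does not discuss them. Aldh1a1 was at 14.6 ± 0.374 CPM in the 18 mo group, 60.9 ± 11.2 CPM in the 21 mo group and 25.9 ± 3.85 CPM under O304 (SD, n = 3 each), with a log2 fold change of 2.06 (SE 0.17, adjusted p = 0.0105, edgeR). Tgif1 was at 10.6 ± 0.371, 30.1 ± 4.92 and 13.6 ± 0.481 CPM (SD, n = 3 each), with a log2 fold change of 1.51 (SE 0.15, adjusted p = 0.0202, edgeR). Ugt1a2 held 9.90, 5.29 and 18.9 CPM in the 21 mo libraries and 3 counts or fewer in each 18 mo library, so its log2 fold change was at least 5.98, or at least 63.1-fold (adjusted p = 0.0202, edgeR). Ugt1a2 overlaps other Ugt1a genes, Aldh1a1 overlaps C730002L08Rik and Gm6684, and Tgif1 has an annotated pseudogene, so the authors' counting could have split their reads. Genes with an annotated pseudogene were over-represented among those that separate the 18 mo libraries from all others (Fisher's exact test, one-sided, p = 0.0213), but not within 10 strata of expression (p = 0.170), a comparison added after the first value was seen. That leaves reads shared between copies undecided. The calls were not stable: Aldh1a1 lost its call without any 1 of the 18 mo libraries or without replicate 2 of the 21 mo group, with log2 fold changes from 2.00 to 2.09, and Tgif1 lost its call without the same libraries or without replicate 1 or 2 of the 21 mo/O304 group, with log2 fold changes from 1.42 to 1.53. Ugt1a2 lost its call without any 1 of the 18 mo libraries and without replicate 1 or 2 of the 21 mo/O304 group. Age, time since surgery and injections stay open and were not told apart by the design.
Markers of macrophages, injured tubules and neutrophils were higher in all 3 libraries of the 21 mo group than in any 18 mo library. The mean log2 difference from the 18 mo mean was 1.699 for 15 macrophage genes, 2.79 for 15 tubule injury genes and 1.88 for 7 neutrophil genes. In replicates 1 to 3 of the 21 mo group it was 0.95, 1.38 and 2.77 for macrophages, 0.57, 3.44 and 4.34 for tubule injury and 2.28, 0.83 and 2.52 for neutrophils. Under O304 the macrophage list was at 0.52, 0.68 and 0.64 and the tubule injury list at 0.41, −0.05 and 0.33, below every 21 mo library, and the neutrophil list at 0.06, 0.67 and 1.00, which overlapped the 21 mo libraries (exact permutation test, two-sided, p = 0.1, 0.1 and 0.2). A smaller share of proximal tubule cells and no other change would raise the markers of every other cell type alike. Over the 11 lists of other cell types this was not so, since 4 fell and 7 rose. The gap between the distal tubule list (−0.69) and the neutrophil list (2.24) was 2.93 (SE 0.322), with a smallest gap of 2.23 within a 21 mo library. This SE is over the genes of the 2 lists and not over mice. They were taken as the lowest and highest of the 11, so part of the gap comes from that choice. A change in cells that rose, in their gene expression, or both remains open, as does the time since surgery, and a biological explanation was not tested further.
Adipocyte genes were higher in the 21 mo/O304 kidneys than in the 18 mo kidneys, by a mean log2 difference of 2.40 over 13 tested genes. The 3 libraries given O304 were at 3.29, 1.26 and 2.63, and the 18 mo libraries at −0.46, −0.60 and 1.06. Of the 18 genes written, 5 were expressed in every 18 mo library and 4 are in another list. Among 11 tested genes other than those seen first, 10 were higher in O304 than in both other groups, against 27.9% of all genes (binomial p = 2.31e-05). The binomial test takes genes as independent though all came from the same mice, so its p does not measure the spread between mice. Over mice, the list of 13 gave p = 0.1 against the 21 mo libraries (exact permutation test, two-sided). Among the 11 genes, Cfd held 78.4, 4.23 and 76.7 CPM under O304. A candidate explanation is RNA from adipose tissue attached to these kidneys, which would need such genes to rise together, while fat within the kidney under O304 was not tested and cannot be separated from it by these values. Without the adipocyte genes, the enrichment of the PPAR list among the genes raised in the authors' deposited table had a one-sided Fisher's exact p of 0.0561 on 2 genes. That test is too small to decide, where the list was at rank 5 of 10. Among genes raised with an unadjusted p under 0.05, the list without the adipocyte genes had 10 of 59 raised in edgeR (one-sided Fisher's exact p = 0.0212, adjusted p = 0.0245) and 10 of 63 in the authors' deposited table (p = 0.00194, adjusted p = 0.00243), at rank 8 of 10 in both. With the adipocyte genes it had 12 of 65 at rank 6 and 14 of 69 at rank 3 (adjusted p = 0.00999 and 4.85e-05). At an unadjusted p the listed adipocyte genes thus raised the rank of the list and were not the whole of its enrichment.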

How the results depend on the processing

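DESeq2 on the 6 libraries compared and the enrichment among genes with an unadjusted p were chosen after the data were seen. The other alternatives were fixed beforehand. No cause was tested for any change below, except where fewer libraries or genes entered the fit.
Gene counts past the threshold depended on the test. An unadjusted p under 0.05 gave 4147 genes in 21 mo against 18 mo, 3289 in 21 mo/O304 against 21 mo and 1536 in 21 mo/O304 against 18 mo, against 3, 0 and 0 with adjustment. DESeq2 gave 2023 (1137 higher, 886 lower), 896 (267 higher, 629 lower) and 118. limma voom with sample quality weights gave 8409 (4180 higher, 4229 lower), 6528 (3372 higher, 3156 lower) and 415. Testing every gene with at least 1 count gave 576 in 21 mo against 18 mo and 17 under O304. With only the 6 libraries compared the first count was 0 and that of 21 mo/O304 against 18 mo was 22. DESeq2 on the 6 libraries gave 1004, 467 and 795. Upper-quartile normalization, at least 10 counts in every library, limma-trend on FPKM and an absolute log2 fold change of at least 1 left the counts within 1.5 times. In the 9 fits that each left out 1 library, the counts ran from 0 to 4186, from 0 to 3808 and from 0 to 12. The highest counts came without replicate 1 of the 21 mo group for the first 2 contrasts and without its replicate 3 for the last. Without replicate 3 the first count was 130 (61 higher, 69 lower).
The replicate numbers do not pair the mice: over 9 same-numbered pairs the correlation of deviations ran from −0.13 to 0.17, and 5 pairs were over 0.1. With the replicate block, 0 genes passed in 21 mo against 18 mo, and 19 genes of Figure 4A over the list alone.
Of the Figure 4A genes, all 68 had the figure's direction in both contrasts, and from 65 to 68 and from 67 to 68 of them when 1 library was left out. Over the list alone the count in 21 mo against 18 mo was 31 and became 64 with limma voom, 5 with only the 6 libraries and 19 with limma-trend on FPKM, and from 0 to 53 with 1 library left out. Over all genes it became 28 with DESeq2, 11 with every gene with at least 1 count and 59 with limma voom, and from 0 to 45 with 1 library left out. Under O304 the list-alone count of 0 became 26 with DESeq2, 20 with every gene with at least 1 count, 63 with limma voom and 2 with limma-trend on FPKM, and from 0 to 57 with 1 library left out. Over all genes it became 12 with DESeq2 and 58 with limma voom, and from 0 to 45 with 1 library left out.
The correlation between the contrasts was −0.655 with DESeq2, −0.630 with every gene with at least 1 count, and from −0.882 to −0.684 with 1 library left out, the lowest without replicate 1 and the highest without replicate 3 of the 21 mo group. The share of called genes with the opposite sign ran from 94.6% to 100% over 6 fits with such genes. The KEGG-like enrichment found 0 lists past the threshold, 9 with an unadjusted p for the raised genes, 2 with DESeq2, 9 with limma voom, 3 with DESeq2 on the 6 libraries, and from 0 to 10 with 1 library left out, the highest without replicate 1 of the 21 mo group.
Camera placed 28 and 31 sets past the threshold, from 18 to 30 and from 25 to 34 with 1 library left out, lowest without replicate 3 and highest without replicate 1 of the 21 mo group. With fry and with an estimated correlation it was 0 and 0. No set at a claim held its call under these tests, with means unchanged by construction: complex I −0.60 and 0.37, core autophagy −0.11 and 0.12, mitophagy −0.20 and 0.18, ROS 1.22 and −0.83, fibrosis 1.54 and −1.62 and senescence 1.27 and −1.01 in 21 mo against 18 mo and under O304, and fatty acid oxidation 0.49, the hand-written mitochondrial biogenesis list 0.28, inflammatory response −1.44 and PPAR 0.49 under O304.
Sets whose call changed with 1 library left out were core autophagy (from −0.17 to −0.088 in 21 mo against 18 mo, from 0.086 to 0.19 under O304), mitophagy (from −0.32 to −0.14 and from 0.11 to 0.30), fibrosis in 21 mo against 18 mo (from 0.44 to 1.98), senescence under O304 (from −1.23 to −0.46) and the Reactome mitochondrial biogenesis set under O304 (from 0.070 to 0.16). The same holds for the collagen fibril organization list (from 0.19 to 1.23) and the Reactome collagen formation set (from −0.048 to 0.64) in 21 mo against 18 mo, and for the collagen genes (from −0.87 to 0.057) and the Reactome set for the senescence-associated secretory phenotype (from −0.23 to −0.099) under O304.
Among 20 single-gene results the direction reversed in 1, Map1lc3b, from 0.07 to −0.0076 with limma voom, where 14 others became stronger. DESeq2 made 9 stronger and every gene with at least 1 count 3. The replicate block and the 6 libraries each made 3 weaker and limma-trend on FPKM 1, and upper-quartile normalization changed none. With 1 library left out, 152 gene values kept their side of the threshold, 13 became stronger and 15 weaker.
Depth limits Ugt1a2 and Plin1, whose folds are bounds because a whole group had 3 counts or fewer.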

Differences from the paper's values

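The NES of the Reactome mitochondrial biogenesis set was 0.860 here in 21 mo/O304 against 21 mo, and the paper's value is about 1.7 in Figure 4, read by eye. Over the alternatives set before the data were examined it ran from 0.705 to 1.00, and none of them closed the gap. None of them changed the floor set on the SD in the ranking, so its part in the gap was not tested. The set used here came from the fgsea package, with 22 genes written, and the paper's from the Molecular Signature Database. Their members were not compared, so a difference between the 2 copies of the set stays open. The hand-written list of mitochondrial biogenesis genes, which is not the paper's set, had an NES of 1.64.
The paper places PPAR signaling at the top of its KEGG pathways. Among genes raised with an unadjusted p under 0.05 it ranked sixth of 10 lists here, and first among the genes raised in the authors' deposited table. Both uses were chosen after the values were seen, and the lists are not KEGG's. The first rank rested on 4 of the 114 raised genes, a smaller share than Figure 4C shows when read by eye. The paper's text does not say which genes its share is divided by, so the 2 shares may not be comparable.
The paper states that O304 reversed the changes of Figure 4A with significance. With edgeR 0 of these genes passed the threshold over all genes and over the list alone, with 35 at an unadjusted p under 0.05. Settings that placed some past it over all genes were DESeq2 with 12, limma voom with 58, and edgeR without replicate 1 of the 21 mo group with 45, and the authors' deposited table has 9.
The authors' deposited table has 1003 genes with an adjusted p under 0.05 in 21 mo against 18 mo and 471 under O304, against 3 and 0 here with edgeR. DESeq2 on the 6 libraries compared, chosen after the values were seen, gave 1004 and 467, of which 1002 and 466 are also past the threshold in the authors' deposited table.
The paper describes autophagy as activated under O304 in its enrichment plots, and its methods name a gene set for autophagy of mitochondria. The plot of that set, read by eye, gives a p over 0.05. The NES was 1.03 for the core autophagy list (fgsea permutation, p = 0.379) and 1.04 for the mitophagy list (fgsea permutation, p = 0.389). Camera placed both lists past the threshold under O304, with adjusted p of 0.00668 and 0.00657.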

Other observations

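The coordinate-defined mitochondrial stretch, the simulation with each group's own spread and its reading, and the comparison within strata of expression were chosen only after results were seen.
The libraries of the 21 mo group differed most. On the first principal component, with 51.8% of the variance, the 18 mo libraries were at −21.0, −39.4 and −24.5, the 21 mo libraries at −16.2, 46.9 and 128.6 and the 21 mo/O304 libraries at −29.2, −22.8 and −22.5. Mitochondrial genes took 11.6%, 9.66% and 6.59% of counts in the 21 mo libraries, and 9.59%, 8.95% and 9.20% in the 18 mo libraries. The median SD of log2 CPM per gene was 0.178, 0.370 and 0.196 in the 18 mo, 21 mo and 21 mo/O304 groups. In 21 mo/O304 against 18 mo, 0 genes passed the threshold and 1536 had an unadjusted p under 0.05, with 795 expected by chance.
Other splits of 6 libraries into 3 and 3, of which there are 10, cannot give a share under 0.1. In 21 mo against 18 mo, 1 split gave as many genes past the threshold and 1 as many Figure 4A genes over the list alone, the real one each time, but 4 gave as many sets. Under O304, 4 gave as many sets. The real split had 0 genes and 0 Figure 4A genes past the threshold under O304, and 0 genes in 21 mo/O304 against 18 mo, so that 10 of 10 splits give as many by construction and these counts say nothing. At an unadjusted p under 0.05 the real split had the most genes in each contrast, with 4147 against at most 2499 in 21 mo against 18 mo, 3289 against at most 2618 under O304 and 1536 against at most 618 in 21 mo/O304 against 18 mo. The sets called by camera with a preset correlation are thus not rare among the splits.
The 2 contrasts oppose each other across genes (r = −0.799). If the shared 21 mo libraries were the whole reason, the correlation would lie in the range of simulated unchanged groups and vanish with different 21 mo libraries. In 20 simulations with one spread per gene it ran from −0.516 to −0.478, and with each group's own spread from −0.777 to −0.756. The observed value on the scale of the simulations, group means of log2 CPM, was −0.807. With different 21 mo libraries r was −0.105 and −0.132 where replicate 1 was used alone, −0.635 and −0.506 for replicate 2 and −0.435 and −0.496 for replicate 3. The outcome written beforehand would have counted these values against shared chance as the whole cause. That reading was set aside after the values were seen, because simulated genes vary independently, which makes the range too narrow, and because the own-spread simulation gives nearly all of the correlation. The 2 explanations cannot be told apart here, and a true reversal by O304 stays open.
The 18 mo libraries all lay outside the range of the other 6 for 1607 of 13839 protein-coding genes, 11.6% against 2.38% by chance. The 18 mo kidneys were collected 1 week after surgery and the others after 12 weeks, so time of collection or a library batch cannot be told apart from age.
mt-Atp6 and mt-Atp8 were counted far below other mitochondrial genes. A hypothesis is that reads are shared with a copy on chromosome 1, from 24611535 to 24616197, of the mitochondrial stretch from 6381 to 11043. The genes wholly inside it, mt-Atp6, mt-Atp8, mt-Co2, mt-Co3, mt-Nd3 and mt-Nd4l, held 2.87 to 376 CPM, while the 7 others held at least 2497 CPM, a ratio of medians of 49.9. The 7 nuclear genes of the copy held 20.3 to 371 CPM. These values are consistent with shared reads. In 21 mo/O304 against 18 mo the median log2 fold change was −0.40 inside the stretch and 0.22 outside it, so the mt-Atp8 values may not follow the transcript.
The rise of the fatty acid oxidation list under O304 was tested against technical explanations. After each library's trend with gene length was removed, its mean log2 fold change went from 0.64 to 0.66 (camera, adjusted p = 3.95e-06). With the 20 most abundant genes left out before normalization, its mean went from 0.49 to 0.50 (camera, adjusted p = 6.89e-07). Normalization moves all genes of a library alike, so this p-value could hardly change and only the mean bears on that explanation. By the means, neither length nor a few abundant genes was the whole cause, and cell composition stays open.
Of the marker lists, the mean log2 fold changes in 21 mo against 18 mo and under O304 were −1.01 and 1.11 for proximal tubule, −0.10 and −0.34 for loop of Henle, −0.69 and 1.24 for distal tubule, −0.29 and −0.11 for collecting duct and 0.67 and −0.20 for podocyte. They were −0.42 and 0.65 for endothelium, 1.93 and −1.34 for macrophage, 0.87 and −0.05 for T cell, 0.97 and 0.33 for B and plasma cell (0.93 in the first contrast with genes at the floor set to their bound) and 1.15 and −1.30 for fibroblast. They were 3.75 and −3.46 for tubule injury (3.70 in the first contrast with bounds), 2.24 and −1.53 for neutrophil and 0.48 and −0.75 for erythroid. Camera placed 7 of 13 past the threshold in each contrast, and fry 0, with 3 at an unadjusted p under 0.05 in each. The adipocyte list had means of −0.17 and 2.63. Replicate 3 of the 21 mo group was farthest down for the proximal tubule, with −0.04, −1.26 and −3.67 in the 3 libraries.
The paper assayed Ppara, Cpt1a and Cpt2 by quantitative PCR in its Fig. 5 (SD, n = 5). The paper's folds of 18 mo were 0.579, 0.555 and 0.468 in the 21 mo group and 1.57, 0.981 and 0.953 under O304. In these libraries the folds were 0.863, 0.780 and 0.739 in the 21 mo group and 1.19, 1.17 and 1.20 under O304. Without replicate 3 of the 21 mo group Ppara was at 1.11, Cpt1a at 0.893 and Cpt2 at 0.930, and without replicate 1 they were at 0.602, 0.700 and 0.611.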
